# Phc2 controls hematopoietic stem and progenitor cell mobilization from bone marrow by repressing *Vcam1* expression

**DOI:** 10.1038/s41467-019-11386-4

**Published:** 2019-08-02

**Authors:** Joonbeom Bae, Sang-Pil Choi, Kyoichi Isono, Ji Yoon Lee, Si-Won Park, Chang-Yong Choi, Jihye Han, Sang-Hoon Kim, Han-Hyoung Lee, Kyungmin Park, Hyun Yong Jin, Suk Jun Lee, Chung-Gyu Park, Haruhiko Koseki, Young Sik Lee, Taehoon Chun

**Keywords:** Haematopoietic stem cells, Cell migration, Epigenetics, Bone marrow transplantation

## Abstract

The timely mobilization of hematopoietic stem and progenitor cells (HSPCs) is essential for maintaining hematopoietic and tissue leukocyte homeostasis. Understanding how HSPCs migrate between bone marrow (BM) and peripheral tissues is of great significance in the clinical setting, where therapeutic strategies for modulating their migration capacity determine the clinical outcome. Here, we identify an epigenetic regulator, Phc2, as a critical modulator of HSPC trafficking. The genetic ablation of *Phc2* in mice causes a severe defect in HSPC mobilization through the derepression of *Vcam1* in bone marrow stromal cells (BMSCs), ultimately leading to a systemic immunodeficiency. Moreover, the pharmacological inhibition of VCAM-1 in *Phc2*-deficient mice reverses the symptoms. We further determine that Phc2-dependent *Vcam1* repression in BMSCs is mediated by the epigenetic regulation of H3K27me3 and H2AK119ub. Together, our data demonstrate a cell-extrinsic role for Phc2 in controlling the mobilization of HSPCs by finely tuning their bone marrow niche.

## Abstract (web summary)

Mobilization of hematopoietic stem and progenitor cells (HSPCs) into the circulation is essential for maintaining homeostasis. Here, the authors show that Phc2 in bone marrow stromal cells represses the cell adhesion molecule Vcam1 and facilitates mobilization of HSPCs through regulation of epigenetic marks.

## Introduction

Hematopoietic stem and progenitor cells (HSPCs) are rare populations of cells that can sustain the hematopoietic system by continuously replenishing blood cells^1,2^. Postnatally, most HSPCs engraft and reside in the BM niche, but a small fraction of these cells is mobilized and migrate into the peripheral blood (PB) to reconstitute the hematopoietic system under specific signaling cues^1,3,4^. Therefore, identifying key regulators that critically control HSPC mobilization and understanding their underlying mechanisms have been of significant interest to facilitate BM transplantation efficiency and to therapeutically inhibit the malignant migration of the transformed hematopoietic cells into peripheral tissues^5^. Indeed, several BM niche proteins, including stem cell factor (kit ligand), CXCL12 (SDF-1α), and β1 integrin have been identified as key signaling components to control the maturation of HSPCs, their migration into the circulation and their homing to the BM by mediating the interaction between HSPCs and bone marrow stromal cells (BMSCs)^2,5–7^. However, the molecular pathways that regulate the expression of these BM niche proteins remain unclear.

Polycomb group (PcG) proteins function as transcriptional repressors of target genes by mainly modulating histone methylation^8^. These PcG proteins can be divided into two functionally distinct complexes: polycomb repressor complex 1 (PRC1) and polycomb repressor complex 2 (PRC2). PRC2 induces the formation of trimethylated histone H3 at lysine 27 (H3K27me3) through methyltransferase activity of Ezh proteins which are component proteins in PRC2 complex^9^. The canonical PRC1 then recognizes and binds to H3K27me3 to sustain the transcriptional repression of a target gene^8,10,11^. Both canonical and noncanonical PRC1 complexes can cause additional transcriptional silencing as E3 ubiquitin ligases by forming monoubiquitylated histone H2A at lysine 119 (H2AK119ub)^8,12,13^.

In this study, we demonstrate that Phc2, a component of the canonical PRC1, regulates HSPC mobilization through the repression of *Vcam1* expression by enhancing both H3K27me3 and H2AK119ub in BMSCs. Therefore, Phc2 deficiency causes a severe HSPC mobilization defect via the derepression of *Vcam1* in BMSCs, and the pharmacological inhibition of VCAM-1 in BMSCs significantly reverses the symptoms of Phc2-deficient mice. These data demonstrate the critical cell-extrinsic role of Phc2 in controlling HSPC mobilization and provide the first evidence of epigenetic control over HSPC mobilization.

## Results

### Phc2 deficiency leads to a defect in HSPC mobilization

As an initial step to elucidate the functional role of Phc2 during hematopoiesis, we characterized immune phenotypes of *Phc2*^−/−^ (KO) mice^14^ compared to those of *Phc2*^+/+^ (wild-type, WT) mice. We observed macroscopic abnormalities in the thymus and peripheral lymphoid organs of KO mice compared to those of WT mice. Both the thymus and spleen of the KO mice maintained normal architecture, but these organs were smaller than those of the WT mice (Fig. 1a, b). Consistent with this observation, the absolute numbers of immune cells and their precursors in the PB, thymus, spleen, and liver of the KO mice were significantly reduced compared to those of the WT mice (Tables 1 and 2, Fig. 1c). Notably, the absolute number of early T-cell precursors (ETPs) in the thymus or immature B cells in the spleen was significantly lower in the KO mice relative to the WT mice (Table 1).

**Fig. 1:**
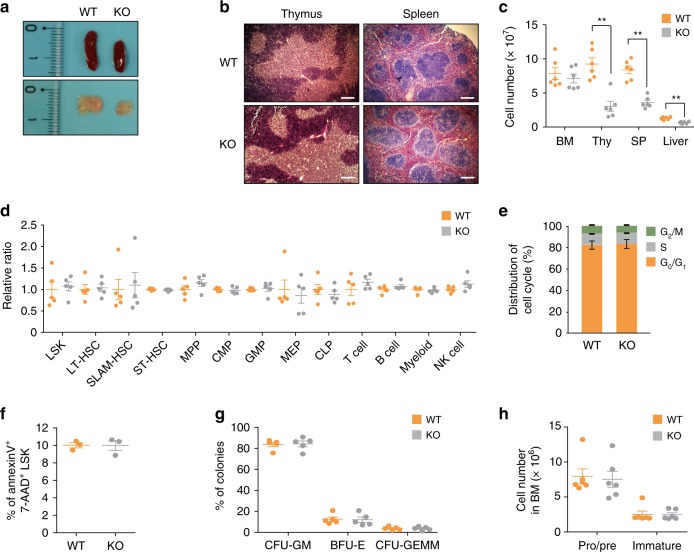
Phc2 deficiency leads to immune cell deficiency without intrinsic defects in HSPCs. **a** Representative images of spleens and thymi from WT and KO mice. *n* = 6. **b** Normal architecture of the thymus and spleen of the KO mouse. Representative hematoxylin and eosin staining images of spleens and thymi from WT and KO mice. *n* = 6. Scale bars: 200 μm. **c** Absolute number of immune cells in the BM, thymus (Thy), spleen (SP), and liver of WT or KO mice. *n* = 6. **d** Relative ratio of BM-resident hematopoietic lineage cells between WT and KO mice. *n* = 5. LSK, Lin^−^Sca-1^+^c-kit^+^ cells; LT-HSC, long-term HSC; SLAM-HSC, Lin^−^CD41^−^CD48^−^CD150^+^ cells; ST-HSC, short-term HSC; MPP, multipotent progenitors; CMP, common myeloid progenitors; GMP granulocyte/monocyte progenitors; MEP, megakaryocyte/erythrocyte progenitors; CLP, common lymphoid progenitors; Myeloid, myeloid cells. **e** Cell cycle status of BM-resident LSK cells from WT and KO BM. *n* = 4. **f** Percentage of apoptosis for BM-resident LSK cells from WT and KO mice. *n* = 3. **g** BM-resident clonogenic progenitors from WT and KO mice were assessed by CFU assays. *n* = 5. CFU-GM, CFU-granulocyte and/or macrophage; BFU-E, erythroid burst-forming units, CFU-GEMM, CFU-granulocyte/erythrocyte/monocyte/megakaryocyte. **h** Absolute number of BM-resident B cell subpopulations from WT and KO mice (*n* = 6). Pro/pre, pro-B cells/pre-B cells; Immature, immature B cells. Statistical significance was assessed by two-tailed Student’s *t*-test. **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

**Table 1:** Absolute numbers of immune cells and their precursors in *Phc2*^*+/+*^ and *Phc2*^*−/*−^ mice^a^

Tissue	Population	Surface phenotype	*Phc2*^*+/+*^	*Phc2*^*−/−*^	*p*-value	*n*
BM (×10^4^)	LSK	Lin^−^Sca-1^+^c-kit^+^	3.68 ± 0.75	3.62 ± 0.52	0.953	5
	LT-HSC	Lin^−^Sca-1^+^c-kit^+^Flt3^−^CD34^−^	0.56 ± 0.12	0.58 ± 0.04	0.813	5
	SLAM-HSC	Lin^−^Sca-1^+^c-kit^+^CD48^−^CD150^+^	0.65 ± 0.25	0.73 ± 0.26	0.869	5
	ST-HSC	Lin^−^Sca-1^+^c-kit^+^Flt3^−^CD34^+^	1.35 ± 0.18	1.50 ± 0.22	0.615	5
	MPP	Lin^−^Sca-1^+^c-kit^+^Flt3^+^CD34^+^	1.53 ± 0.18	1.89 ± 0.42	0.449	5
	CMP	Lin^−^Sca-1^−^c-kit^+^CD16/32^−^CD34^+^	10.57 ± 2.24	10.01 ± 2.23	0.862	5
	GMP	Lin^−^Sca-1^−^c-kit^+^CD16/32^+^CD34^+^	14.25 ± 1.35	14.75 ± 2.59	0.87	5
	MEP	Lin^−^Sca-1^−^c-kit^+^CD16/32^−^CD34^−^	7.72 ± 1.67	6.83 ± 1.05	0.663	5
	CLP	Lin^−^Sca-1^−^c-kit^+^CD127^+^	0.90 ± 0.12	1.01 ± 0.12	0.566	5
	T cell	CD3ε^+^	183.57 ± 40.24	178.34 ± 16.64	0.907	5
	B cell	B220^+^	1317.83 ± 157.03	1357.77 ± 112.11	0.837	5
	Pro/pre B cell	B220^+^IgM^−^IgD^−^	793.78 ± 106.97	752.46 ± 112.88	0.796	6
	Immature B cell	B220^+^IgM^+^IgD^−^	250.34 ± 47.52	245.04 ± 28.29	0.926	6
	Myeloid cell	CD11b^+^	3480.12 ± 466.76	3260.69 ± 368.49	0.722	5
	NK cell	NK1.1^+^	83.95 ± 11.97	93.97 ± 16.35	0.634	5
Thymus (×10^6^)	ETP	Lin^−^CD25^−^CD44^+^c-kit^+^	0.11 ± 0.01	0.03 ± 0.00	<0.001	5
	DN1	CD4^−^CD8^−^CD44^+^CD25^−^	0.35 ± 0.08	0.08 ± 0.01	0.011	5
	DN2	CD4^−^CD8^−^CD44^+^CD25^+^	0.15 ± 0.04	0.04 ± 0.00	0.036	5
	DN3	CD4^−^CD8^−^CD44^−^CD25^+^	1.55 ± 0.40	0.44 ± 0.09	0.027	5
	DN4	CD4^−^CD8^−^CD44^−^CD25^−^	2.35 ± 0.71	0.43 ± 0.09	0.027	5
	DP	CD4^+^CD8^+^	66.42 ± 4.50	17.69 ± 2.49	<0.001	5
	CD4 SP	CD4^+^CD8^−^	10.45 ± 1.28	2.72 ± 0.51	0.001	5
	CD8 SP	CD4^−^CD8^+^	4.94 ± 0.46	1.41 ± 0.38	<0.001	5
Spleen (×10^6^)	T cell	CD3ε^+^	20.72 ± 1.91	7.72 ± 0.73	<0.001	5
	CD4 + T cell	CD4^+^	12.18 ± 0.99	4.59 ± 0.38	<0.001	5
	CD8 + T cell	CD8^+^	8.12 ± 0.15	3.21 ± 0.34	<0.001	5
	B cell	B220^+^	40.24 ± 2.81	15.89 ± 1.13	<0.001	5
	Immature B cell	B220^+^IgM^+^IgD^−^	8.52 ± 0.66	3.85 ± 0.31	<0.001	6
	Mature B cell	B220^+^IgM^+^IgD^+^	24.93 ± 0.75	11.67 ± 1.12	<0.001	6
	Macrophage	CD11b^+^F4/80^+^	4.89 ± 1.03	1.75 ± 0.35	0.021	5
	Dendritic cell	CD11b^+^CD11c^+^	2.55 ± 0.67	0.83 ± 0.17	0.038	5
	NK cell	NK1.1^+^	0.14 ± 0.02	0.05 ± 0.01	0.003	5

*LSK* Lin^−^Sca-1^+^c-kit^+^ cell, *LT-HSC* long term-hematopoietic stem cell, *SLAM-HSC* Lin^−^CD41^−^CD48^−^CD150^+^cell, *ST-HSC* short term-hematopoietic stem cell, *MPP* multipotent progenitor, *CMP* common myeloid progenitor, *GMP* granulocyte-monocyte progenitor, *MEP* megakaryocyte-erythroid progenitor, *CLP* common lymphoid progenitor; *ETP* early T-cell precursor, *DN* double negative cell, *SP* single positive cell

Source data are provided as a Source Data File

^a^*p*-values were generated by two-tailed unpaired Student’s *t*-test. All data represent the mean ± SEM

**Table 2:** Complete blood counts in *Phc2*^+/+^ and *Phc2*^−/−^ mice^a^

	*Phc2*^*+/+*^	*Phc2*^*−/−*^	*p*-value
WBC (×10^3^/μL)	8.47 ± 0.56	5.71 ± 0.53	0.005
RBC (×10^6^/μL)	10.53 ± 0.24	10.25 ± 0.18	0.361
Hb (g/dL)	16 ± 0.37	15.67 ± 0.21	0.448
HCT (%)	47.17 ± 0.95	45.33 ± 0.49	0.117
MCV (fL)	44.72 ± 0.38	44.23 ± 0.30	0.342
MCH (pg)	15.20 ± 0.18	15.18 ± 0.27	0.960
MCHC (g/dL)	33.98 ± 0.15	34.31 ± 0.39	0.449
PLT (×10^3^/μL)	876.67 ± 125.26	1071.67 ± 30.27	0.161

*WBC* white blood cells, *RBC* red blood cells, *Hb* hemoglobin, *HCT* hematocrit, *MCV* mean corpuscular volume, *MCH* mean corpuscular hemoglobin, *MCHC* MCH concentration, *PLT* platelets

Source data are provided as a Source Data File

^a^*p*-values were generated by two-tailed unpaired Student’s *t*-test. *n* = 6. All data represent the mean ± SEM

Unexpectedly, the absolute numbers and relative ratios of HSPCs, early progenitor cells, and immune cells in the BM were similar among all examined mice (Table 1 and Fig. 1c, d). Additionally, the loss of *Phc2* did not influence the cell cycle progression or apoptosis of HSPCs (Fig. 1e, f), and both the WT and KO BM-resident HSPCs exhibited no difference in terms of their ability to generate multipotential or myeloid progenitor cells (Fig. 1g). The absolute numbers of WT and KO B cells in the BM at each developmental stage were not significantly different either (Fig. 1h). Given that no functional defect was evident in the HSPCs of the BM but that there was a shortage of ETPs and immature B cells from the BM, we postulated that a Phc2 deficiency could lead to a systemic immunodeficiency due to a defect in HSPC migration into the circulation.

To test this hypothesis, we examined the numbers of circulating HSPCs from WT and KO mice using a colony-forming unit (CFU) assay. The absolute numbers of clonogenic progenitors in the PB and spleen were decreased by approximately half in the KO mice compared to the WT mice, whereas the absolute numbers of clonogenic progenitors in the BM were comparable between the WT and KO mice (Supplementary Fig. 1). To confirm this result, we performed in vivo HSPC mobilization assays using two commonly used mobilization regimens for therapy, granulocyte colony-stimulating factor (G-CSF) and AMD3100 (CXCR4 antagonist)^15–18^. Five days after G-CSF treatment, the absolute numbers of white blood cells (WBCs) and splenocytes from the KO mice remained significantly lower than those from the WT mice (Fig. 2a, b). The spleen size of the KO mice also remained much smaller than that of the WT mice after G-CSF treatment (Fig. 2b). Consistent with these results, both the frequencies and absolute numbers of Lin^−^Sca-1^+^c-kit^+^ cells (LSK cells) in the PB and spleen were significantly lower in the KO mice than in the WT mice (Supplementary Fig. 2). Likewise, the absolute numbers of clonogenic progenitors in the PB and spleen of the KO mice were significantly reduced compared to those of the WT mice (Fig. 2c). However, the frequencies and absolute numbers of LSK cells in the BM were comparable between the WT and KO mice (Supplementary Fig. 2). Moreover, the absolute numbers of clonogenic progenitors in the BM were not significantly different between the WT and KO mice (Fig. 2c). When we used an AMD3100 as a mobilizing agent of LSK, we still observed that the migration of KO LSK into the periphery is statistically decreased compared with that of WT LSK (Fig. 2d, e). However, the defective migration of KO LSK after treatment of AMD3100 is relatively modest when we compared with results from G-CSF treatment (Fig. 2d, e).

**Fig. 2:**
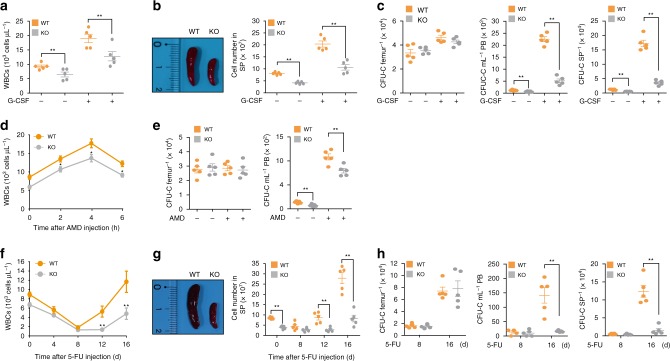
Impaired mobilization of KO HSPCs from the BM into the periphery. **a** Comparison of WBC counts between WT and KO mice on day 5 after G-CSF treatment. *n* = 5. **b** Representative image of spleens from WT and KO mice (left) and absolute numbers of splenocytes (right) for WT and KO mice on day 5 after G-CSF treatment. *n* = 5. **c** CFU-C in the BM (femur), PB, and spleen (SP) of WT and KO mice on day 5 after G-CSF treatment. *n* = 5. **d** Comparison of WBC counts between WT and KO mice 3 h after AMD3100 treatment. *n* = 5. **e** CFU-C in the BM (femur) and PB of WT and KO mice 3 h after AMD3100 treatment. *n* = 5. **f** Comparison of WBC counts between WT and KO mice at indicated time points after 5-FU treatment. *n* = 5. **g** Representative image of the spleen from a WT or KO mouse (left) and absolute number of splenocytes (right) for WT or KO mice at indicated time points after 5-FU treatment. *n* = 5. **h** CFU-C in the BM (femur), PB, and spleen (SP) of WT and KO mice at indicated time points after 5-FU treatment. *n* = 5. “−“, before treatment with G-CSF or AMD3100; “ + “, after treatment with G-CSF or AMD3100. Statistical significance was assessed by two-tailed Student’s *t-*test. **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

To remove circulating HSPCs and visualize neo-HSPC mobilization from BM, we further treated WT and KO mice with 5-fluorouracil (5-FU), a chemotherapeutic agent that depletes circulating HSPCs and promotes HSPC release from BM during hematopoietic repopulation^19,20^. The absolute numbers of WBCs and splenocytes recovered from KO mice were lower than those recovered from WT mice starting on day 8 after 5-FU treatment (Fig. 2f, g). The most prominent differences in the absolute numbers of WBCs and splenocytes or the size of the spleen between WT and KO mice was observed on day 16 after 5-FU treatment (Fig. 2f, g). On day 16 after 5-FU treatment, the frequency and the absolute number of recovered LSK cells and the absolute number of recovered clonogenic progenitors in the PB and spleen were significantly lower in KO mice than in WT mice, whereas those in the BM were comparable between the WT and KO mice (Fig. 2h, Supplementary Fig. 3). Taken together, these results indicate that Phc2 deficiency causes a defect in HSPC mobilization from the BM into the periphery.

### *Phc2*^*−/*−^ BMSCs cause a defect in HSPC mobilization

To identify which cell type in the BM niche contributed to the defect in HSPC release into the circulation of KO mice, we adoptively transferred LSK cells isolated from WT CD45.1 mice into irradiated WT or KO CD45.2 recipient mice (Fig. 3a). KO recipients showed impaired repopulation of donor-derived immune cells in the thymus and spleen (Fig. 3b, c). However, the absolute numbers of LSK cells and lineage-committed progenitors (Lin^−^c-kit^+^ cells; LK cells) in the BM of KO recipients were comparable to those in the WT recipients (Fig. 3b–d). To confirm these observations, irradiated WT CD45.1 mice were reconstituted with LSK cells isolated from WT or KO CD45.2 mice (Fig. 3e). The origin of the donor LSK cells did not affect the repopulation of leukocytes in WT recipients (Fig. 3f, g). The origin of the donor LSK cells did not affect the absolute number of LSK cells or LK cells in the BM of WT recipients either (Fig. 3h). We also performed a serial competitive BM repopulation assay to further determine whether KO HSPCs had an intrinsic defect. We found that KO HSPCs had the same ability to reconstitute immune cells as WT HSPCs (Supplementary Fig. 4). This strongly suggests that the defect in HSPC release into the circulation in KO mice is caused by an extrinsic factor from BMSCs within BM niches.

**Fig. 3:**
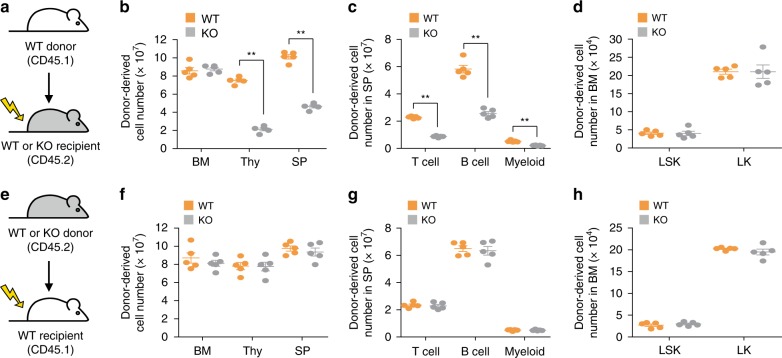
An extrinsic factor from BMSCs is responsible for the impaired mobilization of KO HSPCs from the BM into the periphery. **a**–**d** Lethally irradiated WT and KO CD45.2 mice were transplanted with LSK cells from WT CD45.1 mice. *n* = 5 per group. **a** Schematic representation of LSK cell adoptive transfer. **b** Absolute number of donor-derived cells in the BM, thymus (Thy), and spleen (SP) of recipients. **c** Absolute number of donor-derived T cells, B cells, and myeloid cells (Myeloid) in the spleen of recipients. **d** Absolute number of donor-derived LSK cells (LSK) and LK cells (LK) in the BM of recipients. **e**–**h** Lethally irradiated WT CD45.1 mice were transplanted with LSK cells from WT or KO CD45.2 mice. *n* = 5 per group. **e** Schematic representation of LSK cell adoptive transfer. **f** Absolute numbers of donor-derived cells in the BM, Thy, and SP of recipients. **g** Absolute numbers of donor-derived T cells, B cells, and myeloid cells in the spleen of recipients. **h** Absolute numbers of donor-derived LSK and LK cells in the BM of recipients. Statistical significance was assessed by two-tailed Student’s *t*-test. **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

To confirm this result, we performed an in vivo homing assay with CFSE-labeled WT and KO LSK cells. The number of CFSE^+^ LSK cells homing to the BM was higher among the KO recipients than among the WT recipients (Fig. 4a). Such an increase in the short-term migration of CFSE^+^ LSK cells into the BM of KO recipients led to fewer CFSE^+^ LSK cells homing to the PB and spleen of the KO recipients (Fig. 4a). Accordingly, the frequency of clonogenic progenitors in the BM of the KO recipients was increased, whereas the frequencies of clonogenic progenitors in the PB and spleen of the KO recipients were decreased compared to those of the WT recipients (Fig. 4b, Supplementary Fig. 5). We next measured the capacity of WT and KO LSK cells to transmigrate across their BMSCs using a trans-stromal migration assay. The number of LSK cells transmigrating across KO BMSCs was smaller than the number of LSK cells transmigrating across WT BMSCs (Fig. 4c, Supplementary Fig. 6). In contrast, the number of LSK cells adhering to KO BMSCs was greater than the number of LSK cells adhering to WT BMSCs (Fig. 4d, Supplementary Fig. 6). Collectively, these data demonstrate that an extrinsic factor from BMSCs causes HSPCs to adhere more strongly to BMSCs, ultimately leading to the defective mobilization of HSPCs from the BM into the periphery in KO mice.

**Fig. 4:**
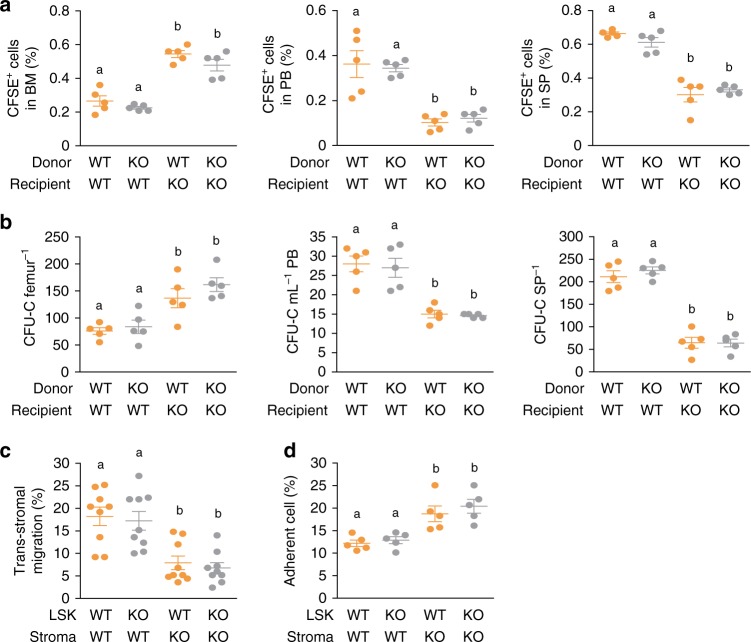
Phc2 deficiency leads to impaired HSPC mobilization from the BM into the periphery via stronger adhesion between HSPCs and BMSCs in BM niches. **a**, **b** CFSE-labeled LSK cells from WT and KO mice were intravenously injected into lethally irradiated recipient mice. *n* = 5 per group. **a** The frequencies of CFSE^+^ donor cells were measured in the BM, PB and spleen (SP) of recipients at 16 h after injection. **b** The frequencies of donor-derived clonogenic progenitors (CFU-C) homing to the BM (femur), PB and spleen (SP) of recipients at 16 h after injection. **c** Relative ratio of migrated WT or KO LSK cells (LSK) through WT or KO BMSCs (Stroma). *n* = 9 per group. **d** Relative ratio of adhered WT or KO LSK to WT or KO stroma. *n* = 5 per group. Statistical significance was assessed by one-way ANOVA with Tukey HSD analysis. Mean values not sharing the same superscript letter (^a, b^) differ significantly at *P* *<* 0.05. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

### PcG proteins repress *Vcam1* gene expression in BMSCs

To understand the molecular mechanisms through which PcG strengthens the adhesion properties of HSPCs to BMSCs, we first investigated the compositions and architectures of BM niches in WT and KO mice and measured the expression levels of candidate genes that are known to be involved in these processes. Endothelial cells, mesenchymal stem cells, and osteoblasts are major BMSCs found in BM niches^21–23^. Importantly, neither a change in BMSC composition nor an abnormal architecture was found in the KO BM niches (Supplementary Figs. 7 and 8). Next, we examined the expression patterns of soluble factors and cell surface molecules that might regulate HSPC mobilization in WT and KO BMSCs^2,7^ (Fig. 5a, Supplementary Fig. 9). Intriguingly, both the mRNA and protein levels of VCAM-1 were significantly increased in KO BMSCs compared to WT BMSCs (Fig. 5a, b). Flow cytometry analysis further confirmed that the expression of VCAM-1 was significantly higher in KO BMSCs than in WT BMSCs (Fig. 5c). Consistent with this observation, *Vcam1* mRNA levels were significantly elevated in activated KO peritoneal macrophages compared to those of WT (Supplementary Fig. 10).

**Fig. 5:**
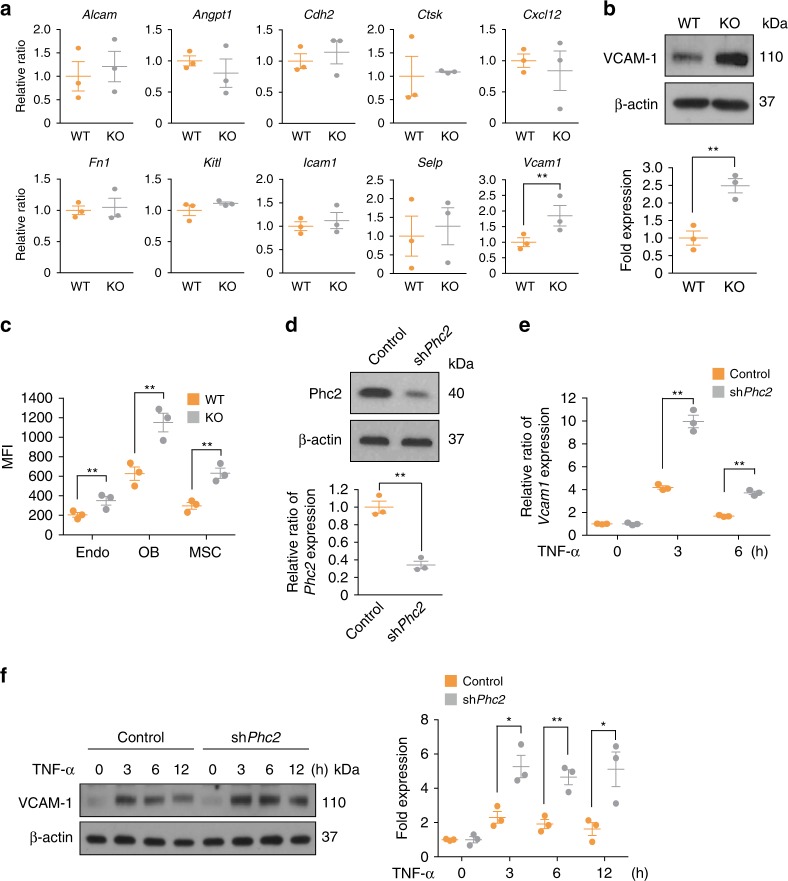
Phc2 inhibits VCAM-1 expression in BMSCs. **a** mRNA expression patterns of genes related to HSPC mobilization in BM niches from WT and KO mice were accessed by qRT-PCR. *n* = 3. **b** Lysates from WT and KO BMSCs were immunoblotted to analyze VCAM-1 expression. *n* = 3. **c** Mean fluorescence intensity (MFI) of VCAM-1 expression in BMSCs from WT and KO mice analyzed by flow cytometry. *n* *=* 3 Endo, endothelial cells; OB, osteoblasts; MSC, mesenchymal stem cells. **d** Control plasmid (Control) and sh*Phc2* plasmid (sh*Phc2*) were transfected into BMSCs (OP9 cells). qRT-PCR (bottom) and immunoblot (top) analyses were then performed to measure the Phc2 expression levels. *n* = 3. **e**, **f** Control transfectants (Control) and sh*Phc2* transfectants (sh*Phc2*) were treated with TNF-α for the indicated time period. qRT-PCR (**e**) and immunoblot (**f**) analyses were then performed to measure VCAM-1 expression. Relative fold change of each *Vcam1* mRNA expression from Control or *shPhc2* was calculated relative to the basal level of that in unstimulated Control or *shPhc2*, respectively. *n* = 3. Statistical significance was assessed by two-tailed Student’s *t-*test. *P *<* 0.05; **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

Taken together, these results indicate that Phc2 may repress *Vcam1* expression in BMSCs. To further examine Phc2-dependent *Vcam1* repression, we knocked down Phc2 expression in BMSCs (OP9 cells) and concurrently monitored *Vcam1* expression levels under treatment with TNF-α, a well-known inducer of *Vcam1* transcription^24^ (Fig. 5d). As expected, TNF-α treatment induced the expression of *Vcam1* at 3 h post-treatment. However, this was significantly exacerbated when Phc2 was depleted, and thus, the VCAM-1 level was not dampened up to 12 h post-TNF-α treatment (Fig. 5e, f). Overall, these results suggest that Phc2 represses the expression of *Vcam1* in BMSCs at the transcriptional level.

To demonstrate a role for Phc2 in the transcriptional repression of *Vcam1*, we performed a chromatin immunoprecipitation (ChIP) assay with seven primer pairs covering the putative Phc2 binding sites located in the *Vcam1* gene (Fig. 6a). This analysis revealed the strong binding of Phc2 to the promoter region of the *Vcam1* locus (Fig. 6b, primers #2 and #3). Interestingly, direct binding by other members of the canonical PRC1 family, such as Bmi1, Ring1b, and Cbx7, was also found around the same region covered by primers #2 and #3 (Fig. 6c). Consistent with this, Bmi1, Ring1b, and Cbx7 binding to these regions were significantly decreased in the absence of Phc2 (Fig. 6c). The acetylation of histone H3 at lysine 9/14 (H3K9ac), trimethylation of histone H3 at lysine 4 (H3K4me3), H3K27me3, and H2AK119ub were observed around the same region covered by primers #2 and #3 (Fig. 6c). H3K9ac and H3K4me3 were increased, whereas H3K27me3 and H2AK119ub were decreased in KO BM cells compared to WT BM cells (Fig. 6c). Furthermore, the treatment of BMSCs (OP9 cells) with GSK126, an Ezh2 inhibitor^25^, led to the upregulation of *Vcam1* expression in a dose-dependent manner (Fig. 6d, e and Supplementary Fig. 11). Consistent with these observations, the binding of Phc2, Bmi1, and Ring1b to the regions covered by primers #2 and #3 was decreased in GSK126-treated BMSCs (OP9 cells) (Fig. 6f).

**Fig. 6:**
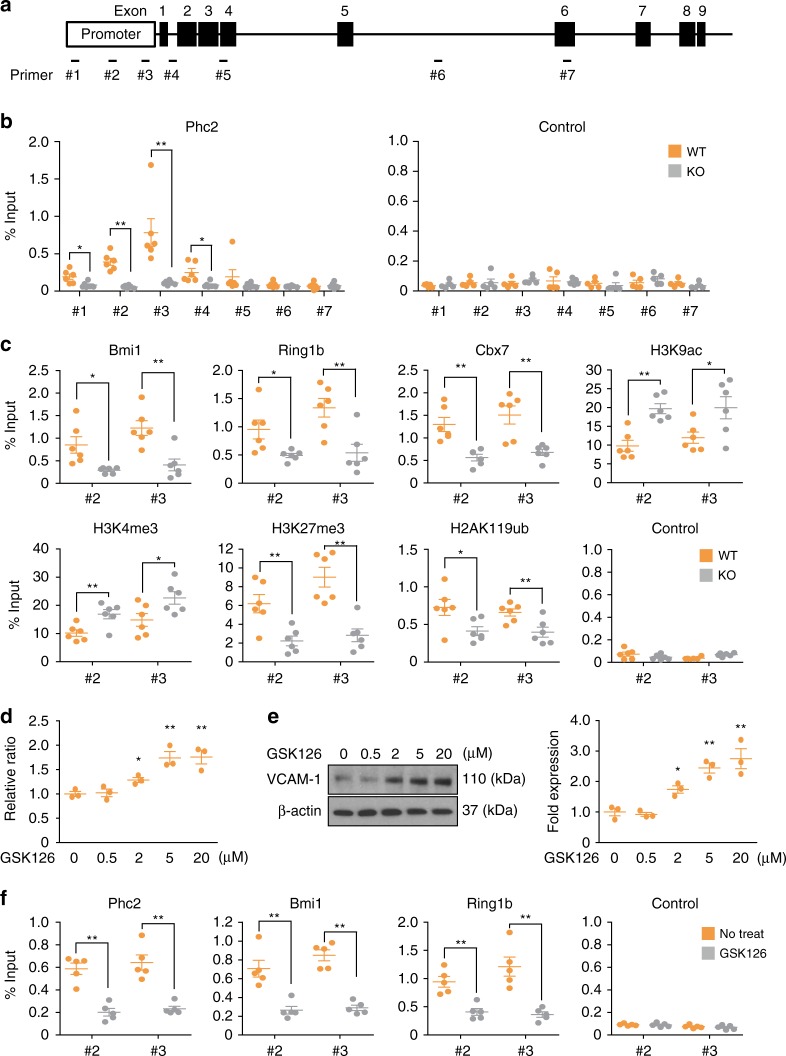
Phc2 binds to the *Vcam1* gene locus and suppresses *Vcam1* gene expression through histone modifications. **a** Schematic representation of the *Vcam1* gene locus. The locations of primers #1 to #7 and exons are indicated. **b** ChIP was performed with WT and KO BM cell lysates using anti-Phc2 Ab (Phc2) or a control Ab (Control). DNA recovered from ChIP was then analyzed by qPCR. *n* = 5. **c** ChIP was performed using the same samples with indicated Abs. DNA recovered from ChIP was then analyzed by qPCR. *n* = 6. Control, ChIP using each isotype control Ab. **d**, **e** BMSCs (OP9 cells) were treated with various concentrations of GSK126 for 48 h. qRT-PCR (**d**) and immunoblot (**e**) analyses were then performed to measure the VCAM-1 expression levels. *n* *=* 3. **f** BMSCs (OP9 cells) were treated with GSK126 (5 μM) for 48 h. ChIP was performed using cell lysates with indicated Abs. DNA recovered from ChIP was then analyzed by qPCR. *n* = 5. Control, ChIP using each isotype control Ab. Statistical significance was assessed by two-tailed Student’s *t-*test. *P *<* 0.05; **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

Next, we then asked whether GSK126 treatment could mimic Phc2 deficiency in vivo. Different dose of GSK126 was administered intraperitoneally into WT mice. Sixteen hours after GSK injection, BMSCs were isolated and analyzed for VCAM-1 expression. We also measured the capacity of WT LSK cells to transmigrate across their GSK126-treated BMSCs using a trans-stromal migration assay. Results clearly showed that GSK126 treatment increased both VCAM-1 expression in BMSCs and adherence of LSKs onto BMSCs in a dose-dependent manner (Supplementary Fig. 12). Therefore, the canonical PRC1 containing Phc2 can repress *Vcam1* expression through histone modifications, such as by enhancing H3K27me3 and H2AK119ub, in BMSCs.

### Anti-VCAM-1 Ab treatment restores *Phc2*^*−/*−^ HSPC mobilization

Next, we examined whether blocking the interaction between VCAM-1 and VLA-4 could restore HSPC mobilization in KO mice. We first attempted to measure the mobilization capacity of WT LSK cells across KO BMSCs after treatment with neutralizing antibodies (Abs) against VCAM-1 and/or VLA-4. Treatment with either Ab restored the trans-stromal migration activity of LSK cells across KO BMSCs to a level similar to that of LSK cells across WT BMSCs (Fig. 7a). Additionally, there was no significant difference in the relative ratio of LSK cell adhesion to KO or WT BMSCs after treatment with the neutralizing Abs (Fig. 7b). The in vivo homing assay further confirmed that blocking the interaction between VCAM-1 and VLA-4 could restore LSK cell mobilization from the KO BM into the PB and spleen (Fig. 7c, d and Supplementary Fig. 13). We then tested whether treatment of the neutralizing VCAM-1 Ab could rescue steady-state HSPC mobilization in KO mice. Results clearly demonstrated that the administration of the neutralizing VCAM-1 Ab in KO mice successfully reconstitutes HSPC mobilization from BM into periphery (Fig. 7e–g).

**Fig. 7:**
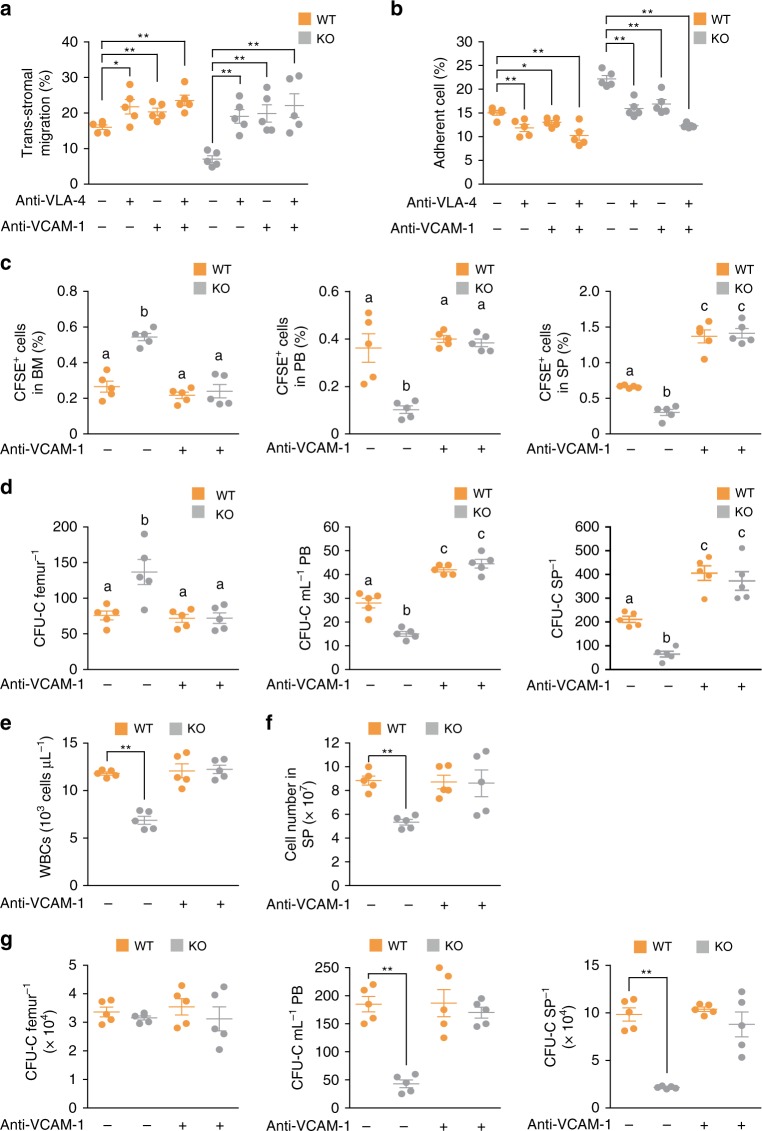
Blocking the interaction between VCAM-1 and VLA-4 restores steady-state HSPC mobilization in KO mice. **a** Relative ratio of migrated WT LSK cells (LSK) through WT or KO BMSCs in the presence of anti-VLA-4 Ab and/or anti-VCAM-1 Ab. *n* = 5 per group. Statistical significance was assessed by two-tailed Student’s *t*-test. *P *<* 0.05; **P *<* 0.01. **b** Relative ratio of adhered WT or KO LSK to KO BMSCs in the presence of anti-VLA-4 Ab and/or anti-VCAM-1 Ab. *n* = 5 per group. Statistical significance was assessed by two-tailed Student’s *t-*test. *P *<* 0.05; **P *<* 0.01. **c**, **d** CFSE-labeled LSK cells from WT mice were intravenously injected into lethally irradiated WT or KO mice. Anti-VCAM-1 Ab or its isotype control Ab (2 mg kg^−1^) was intravenously injected into WT and KO recipient mice 1 h before adoptive cell transfer. *n* = 5 per group. **c** The frequencies of CFSE^+^ donor cells were measured in the BM, PB, and, spleen (SP) of recipients at 16 h after adoptive cell transfer. **d** The frequencies of donor-derived clonogenic progenitors (CFU-C) homing to the BM (femur), PB and SP of recipients at 16 h after adoptive cell transfer. Statistical significance was assessed by one-way ANOVA with Tukey HSD analysis. Mean values not sharing the same superscript letter (^a, b, c^) differ significantly at *P* *<* 0.05. **e–g** Anti-VCAM-1 Ab or its isotype control Ab (2 mg kg^−1^) was intravenously injected into WT and KO mice for 3 days. *n* = 5 per group. **e** Comparison of WBC counts between WT and KO mice on day 3 after Ab treatment. **f** Absolute number of splenocytes for WT and KO mice on day 3 after Ab treatment. **g** CFU-C in the BM (femur), PB, and SP of WT and KO mice on day 3 after Ab treatment. Statistical significance was assessed by two-tailed Student’s *t-*test. **P *<* 0.01. All data are presented as the mean ± SEM. WT, WT recipient mice; KO, KO recipient mice. “−“, treatment with an isotype control Ab; “ + “, treatment with anti-VCAM-1 Ab. Source data are provided as a Source Data File

We also performed a G-CSF-, AMD3100-, or 5-FU-induced LSK cell mobilization assay using WT and KO mice treated with the neutralizing VCAM-1 Ab. There were no significant differences in the absolute numbers of WBCs and splenocytes between the WT and KO mice treated with anti-VCAM-1 on day 5 after the G-CSF treatment and on day 16 following the 5-FU challenge (Fig. 8a, b, f, g). Similarly, the absolute number of LSK cells and the clonogenic progenitor frequency in the BM, PB, and spleen were comparable between WT and KO recipients treated with the neutralizing Ab on day 5 after the G-CSF treatment and on day 16 following the 5-FU challenge (Fig. 8c, h, Supplementary Figs. 14 and 15). Consistent with these results, the defective HSPC migration into the PB of the KO mice was reversed by treating the mice with anti-VCAM-1, as observed in the HSPC mobilization assay using AMD3100 alone or in combination with G-CSF (Fig. 8d, e and Supplementary Fig. 16).

**Fig. 8:**
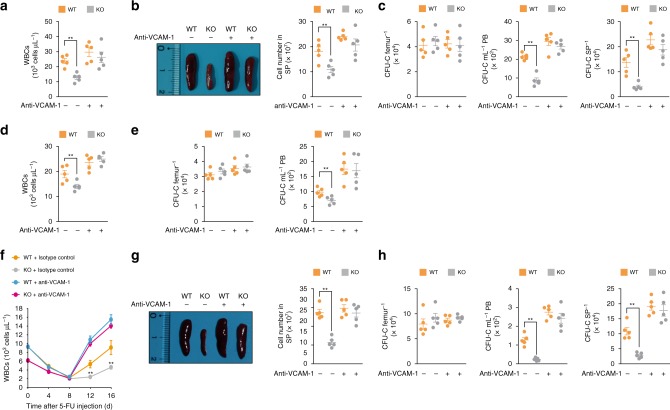
Neutralizing interaction between VCAM-1 and VLA-4 reverses the defect involving regimen-induced HSPC mobilization in KO mice. **a**–**c** G-CSF-induced HSPC mobilization assays with anti-VCAM-1 Ab. *n* = 5 per group. **a** WBC counts from experimental animals until day 5 after G-CSF and Ab treatment. **b** Representative image of spleens (left) and absolute number of splenocytes from experimental animals on day 5 after G-CSF and Ab treatment (right). **c** CFU-C in the BM (femur), PB, and spleen (SP) from experimental animals on day 5 after G-CSF and Ab treatment. **d**, **e** WBC counts (**d**) and CFU-C (**e**) in PB from experimental animals 3 h after AMD3100 and Ab treatment. *n* = 5 per group. **f**–**h** 5-FU-induced HSPC cell mobilization assays with anti-VCAM-1 Ab. *n* = 5 per group. **f** Comparison of WBC counts between WT and KO mice at indicated time points after 5-FU and Ab treatment. **g** Representative image of spleen from a WT and KO mouse (left) and absolute number of splenocytes (right) of WT and KO mice on day 16 after 5-FU and Ab treatment. **h** CFU-C in the BM (femur), PB, and spleen (SP) of WT and KO mice on day 16 after 5-FU and Ab treatment. “−“, treatment with an isotype control Ab; “ + “, treatment with anti-VCAM-1 Ab. Statistical significance was assessed by two-tailed Student’s *t*-test. **P *<* 0.01. All data are presented as the mean ± SEM. Source data are provided as a Source Data File

To further reinforce these observations, we assessed the significance of VCAM-1 blockage when the migration defect of HSPCs are driven by extrinsic microenvironment which mimics the phenotype associated with Phc2 KO mice. First, we adoptively transferred LSK cells isolated from WT CD45.1 mice into irradiated WT or KO CD45.2 recipient mice and then performed the same G-CSF-induced LSK cell mobilization assay using recipient mice treated with the neutralizing VCAM-1 Ab (Supplementary Fig. 17). Consistent to the HSPC mobilization assay in KO mice, WT cells reconstituted in irradiated KO recipient cells were only partially rescued the mobilization defects when the single G-CSF agent was treated (Supplementary Fig. 17). However, the administration of the neutralizing VCAM-1 Ab in combination with G-CSF in KO recipient mice completely reconstituted WT donor HSPC mobilization from BM into periphery, the same degree to WT recipient mice (Supplementary Fig. 17). Taken together, these results demonstrate that blocking the interaction between VCAM-1 and VLA-4 can restore HSPC migration from the BM into the periphery of KO mice.

## Discussion

In this study, we demonstrated that Phc2 binds to the *Vcam1* locus to repress its transcription by enhancing H3K27me3 and H2AK119ub in BMSCs. In the absence of Phc2, the increased *Vcam1* expression in BMSCs strengthened the interaction between HSPCs and BMSCs, compromising timely HSPC mobilization from the BM into the periphery, which in turn led to a systemic immunodeficiency. Consistent with these observations, treatment with a neutralizing Ab against VCAM-1 in Phc2-deficient mice restored HSPC mobilization from the BM into the periphery. These data firmly establish a causative role for the epigenetic regulation of VCAM-1 in regulating HSPC mobilization, as a key downstream mediator of Phc2 functions.

Recent genetic evidence from conditional VCAM-1- or VLA-4-deficient mice further supports our model of the VLA-4/VCAM-1 pathway as downstream of Phc2 function, and as expected from our results with Phc2-deficient mice overexpressing VCAM-1, VCAM-1- or VLA-4 deficient mice exhibit increased circulating progenitors and immature B cells, and impaired HSPC homing to BM^26–30^. The BM homing defect of HSPCs in these mice became obvious when the mice were treated with 5-FU or G-CSF^26,27^. However, the Phc2-deficient mice still displayed the migration defect of HSPCs from the BM into the periphery after treatment with these mobilization agents.

The identification of a single key mediator of Phc2 function may have important clinical implications. Similar to previous observations with conditional VCAM-1- or VLA-4-deficient mice^26–30^, we found an abnormality of only steady-state HSPC mobilization in Phc2-deficient mice. Additionally, treatment with the anti-VCAM-1 Ab or anti-VLA-4 Ab in primates or mice does not cause any other physiological change^31,32^. Combined evidence may suggest a dominant role for VCAM-1 in steady-state HSPC migration due to the VCAM-1 expression pattern. In steady-state conditions, the BMSC is the only cell type that constitutively expresses VCAM-1 at physiological levels, although vascular endothelial cells and other immune cell populations express minimally detectable levels of VCAM-1^33–38^. Furthermore, with a proof-of-concept experiment, we successfully demonstrated that blocking VCAM-1 in BM niches critically reverses the HSPC mobilization defect in Phc2-deficient mice. Therefore, along with other recent data^39–43^, our results suggest that modulating the interaction between VCAM-1 and VLA-4 in BM niches provides potential strategies to develop HSPC mobilizing agents or anti-leukemia drugs. Therefore, it will be interesting to observe whether a specific inhibitor that blocks Phc2 function is useful for keeping malignant cells from hematopoietic lineages within the BM.

To our knowledge, we are the first to provide evidence that a systemic immunodeficiency can be caused by a defect in a particular epigenetic regulator that represses the expression of a certain cell adhesion molecule in BMSCs. Our study also demonstrates the molecular mechanism through which the epigenetic regulation of extrinsic factors can help finely tune the interaction between HSPCs and BMSCs within BM niches during HSPC mobilization. Although several genes that are involved in hematopoiesis have been identified as targets for epigenetic regulation, the epigenetic effect on HSPC mobilization has not been elucidated. Notably, the vast majority of previously identified genes play important roles in defining the intrinsic property of HSCs and the development of leukemia^8,44,45^.

Like deficiencies in other epigenetic regulators, a single PcG gene deficiency in mice mostly causes early embryonic lethality or a limited life span with severe developmental defects, including an intrinsic defect in HSCs^8,46,47^. This characteristic hinders the search for additional roles of polycomb proteins in the regulation of immune phenomena aside from their known functions in HSC differentiation. Similar to other members of the PcG protein family, Phc2 is expressed in various tissues and cells and regulates the transcription of *Cdkn2a* (*p16*^*INK4a*^ and *p19*^*ARF*^) and *hox* genes through direct associations with chromatin^8,14^. However, Phc2-deficient mice are fertile and exhibit less severe defects associated with the abnormal axial skeleton and Peyer’s patch^14,48^. Moreover, the systemic immunodeficiency observed in Phc2-deficient mice is not caused by an intrinsic defect in HSC function, but instead, the Phc2 deficiency causes a defect in HSPC mobilization by enhancing the expression of VCAM-1 in BMSCs. This may suggest that most of the Phc2 functions in mammals are dispensable or can be replaced by other components of the canonical PRC1 due to a structural heterogeneity of PRC1 or functional redundancy of PcG proteins. In fact, each of the mammalian PRC2 or PRC1 subunits has several paralogs^8–13^. For example, Phc2 has two paralogs, Phc1 and Phc3^8–13^. Previous observation revealed that Phc1 deficiency causes a defect in HSC’s self-renewal activity^49,50^. Therefore, Phc1, but not phc2, might be critical for HSC maintenance and function. Consistent with this idea, the expression and epigenetic pattern of *Cdkn2a* (*p16*^*INK4a*^ and *p19*^*ARF*^) in KO BM cells showed no significant differences compared to those in WT BM cells (Supplementary Fig. 18). Another example of nonredundant function by each paralog within PRC2 or PRC1 components might be found in Ezh proteins or Cbx proteins, respectively^51–55^. Among Ezh proteins, Ezh1 is critical for self-renewal activity of HSCs, whereas Ezh2 is dispensable for proper HSC function^51,52^. Also, Cbx7 is the only paralog which is necessary for self-renewal activity of HSC among Cbx proteins^53,54^.

In our molecular model, PRC2 containing Ezh2 with methyltransferase activity initiates H3K27me3 on the *Vcam1* locus in BMSCs because the Ezh2 inhibitor (GSK126) treatment of BMSCs increases the *Vcam1* mRNA levels by negating the recognition of H3K27me3 by the canonical PRC1 complex containing Phc2 on the same locus. The canonical PRC1 then recognizes and binds to H3K27me3 to maintain *Vcam1* gene suppression. The recognition of H3K27me3 on the *Vcam1* locus by the canonical PRC1 is dependent on *Phc2* expression. Consistently, we observed reductions in the binding of other canonical PRC1 components to the *Vcam1* locus when Phc2 was not expressed. Our study also revealed that the H2AK119ub activity of the canonical PRC1 on the *Vcam1* locus was dependent on *Phc2* expression, which is consistent with a recent observation that the interaction between Bmi1 and Phc2 is critical for the H2AK119ub activity of the canonical PRC1^55^.

In conclusion, the results of our study demonstrated Phc2-regulated HSPC mobilization through the direct repression of *Vcam1* gene expression in BMSCs. These findings may offer a novel approach to manipulating the epigenetic patterns of genes involved in HSPC mobilization, leading to new therapeutic strategies for BM transplantation and leukemia treatment.

## Methods

### Experimental mice and phenotypic analysis

*Phc2*^+/−^ (*Phc2* heterozygote) mice with a C57BL/6 background were used in this study^14^. C57BL/6 and B6 CD45.1 mice were obtained from The Jackson Laboratory. WT and KO mice were bred from *Phc2*^+/−^ mice. All animals received proper care in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The study protocol was approved by the Institutional Animal Care and Use Committee of Korea University (protocol numbers: KUIACUC-20110104-3, KUIACUC-20141002-4, and KUIACUC-20160927-3).

### Cell culture

BMSCs were obtained and maintained from WT and KO mice^56^. Briefly, bone marrow (BM) cells were isolated from the femurs and tibias of 8-week-old mice and cultured in Dulbecco’s modified Eagle medium (Welgene LM 001-05) supplemented with 10% fetal bovine serum (FBS; Welgene S 001–01), 10% horse serum (Welgene S 104–01), 2 mM L-glutamine (Welgene LS 002–01), 2 mM sodium pyruvate (Welgene LS 002–02), and 100 U ml^−1^ penicillin/streptomycin (Welgene LS 202–02) at 37 °C and 5% CO_2_. Non-adherent cells were removed by washing with PBS after overnight incubation. Adherent cells were cultured and fresh medium was added every 2 days. After 4 weeks of culture, cells were harvested by incubation with trypsin/EDTA (Welgene LS 015–01) for 2 min at 37 °C and plated onto culture dishes. At two weeks after the first passage, cells were harvested and cultured under the same conditions for subsequent passages (passages 2–7). OP9 BMSC line (ATCC CRL-2749) was maintained in alpha MEM (Welgene LM 008-02) supplemented with 20% FBS and 1% penicillin/streptomycin at 37 °C and 5% CO_2_. For induction of VCAM-1, OP9 cells were treated with TNF-α (100 ng ml^−1^; R&D Systems 410-MT) for the indicated time period. To inhibit Ezh activity, OP9 cells were treated with various concentrations of GSK126, an Ezh2 inhibitor (Xcessbio Biosciences M60071-2), for 48 h.

### PB count, flow cytometry analysis, and cell sorting

PB samples from each mouse were collected by retro-orbital bleeding and analyzed using a Coulter LH 780 Hematology Analyzer (Beckman Coulter). For flow cytometry, single cell suspensions were prepared from the BM, PB, thymus, and spleen of each mouse. After removing red blood cells, cells were stained with MACS buffer at 4 °C in the presence of Fc Block Ab (BD Biosciences 553141, dilution 1:100). Abs purchased from BD Biosciences, Biolegend or Thermo Fisher Scientific were used to detect the following cell surface markers by flow cytometry: B220 (BD Biosciences 553090, dilution 1:100), CD3ε (Thermo Fisher Scientific 11-0031-63, dilution 1:100), CD4 (BD Biosciences 553729, dilution 1:100), CD8 (BD Biosciences 553030, dilution 1:100), CD11b (Thermo Fisher Scientific 11-0112-41, dilution 1:100), CD11c (BD Biosciences 553802, dilution 1:100), CD16:32 (Thermo Fisher Scientific 14-0161-81, dilution 1:100), CD25 (Thermo Fisher Scientific 17-0251-81, dilution 1:100), CD31 (BD Biosciences 561814, dilution 1:100), CD34 (BD Biosciences 560238, dilution 1:100), CD44 (BD Biosciences 561861, dilution 1:100), CD45 (BD Biosciences 550539, dilution 1:100), CD48 (Biolegend 103412, dilution 1:100), CD51 (BD Biosciences 551187, dilution 1:100), CD106 (BD Biosciences 553332, dilution 1:100), CD127 (Thermo Fisher Scientific 45-1271-80, dilution 1:100), CD150 (Biolegend 115922, dilution 1:100), c-kit (Thermo Fisher Scientific 17-1171-81, dilution 1:100), F4/80 (Thermo Fisher Scientific MF48004, dilution 1:100), Flt3 (Thermo Fisher Scientific 46-1351-80, dilution 1:100), IgD (BD Biosciences 562022, dilution 1:100), IgM (BD Biosciences 550676, dilution 1:100), NK1.1 (BD Biosciences 557391, dilution 1:100), and Sca-1 (BD Biosciences 558162, dilution 1:100). After washing several times with PBS, stained cells were resuspended in PBS and analyzed by flow cytometry using a FACSCalibur with CellQuest software (BD Biosciences). Analysis and sorting of HSPCs (Lin^–^Sca-1^+^c-kit^+^ cells; LSK cells) and early progenitor cells were performed using MACS cell separation system and FACSAria Fusion Cell Sorter (BD Biosciences)^57^. Depletion of specific lineage cells was achieved with a lineage-specific Ab cocktail and anti-biotin microbeads (Miltenyi Biotec 130-090-858, dilution 1:5). Gating strategy for LSK cell sorting^58^ was depicted in Supplementary Fig. 19.

### Histological analysis and immunoblotting

For histological analysis^59^, tissue samples were fixed with 10% formalin (Sigma, HT5011) and embedded in paraffin. Then, sections measuring 5 μm were cut using a Leica CM1800 cryostat (Leica Microsystems), and air dried at room temperature. After dry, slides containing each tissue sample were stained with hematoxylin (Merck 1.05174.0500) and eosin (Merck 109844) per the manufacturer’s protocol.

For immunoblot analysis^59^, cells were lysed with RIPA lysis buffer containing 50 mM Tris, pH 7.4, 150 mM NaCl, 1% NP-40 (Sigma, 74385), 0.5% sodium deoxycholate (Sigma, D6750), 0.1% SDS (Sigma, L4509) with 200 μg ml^−1^ of phenylmethylsulfonyl fluoride (Sigma, P7626), phosphatase inhibitor cocktail (Sigma, P0044) and protease inhibitor cocktail (Millipore, 535140). The cell lysates were then resolved by 12% SDS-polyacrylamide gel electrophoresis, transferred onto Immobilon P membranes (Millipore, IPVH00010), and immunoblotted with anti-VCAM-1 Ab (Santa Cruz Biotechnology, Inc. sc-8304, dilution 1:1000), anti-H3K27me3 Ab (EMD Millipore 07-449, dilution 1:1000), or anti-histone H3 Ab (Cell Signaling Technology 9715, dilution 1:1000) coupled with goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology, Inc. sc-2004, dilution 1:2500), and anti-Phc2 Ab (mouse IgG, dilution 1:200)^14^ or anti-β-actin Ab (Sigma-Aldrich A5441, dilution 1:25,000) coupled with goat anti-mouse IgG-HRP (Santa Cruz Biotechnology, Inc. sc-2005, dilution 1:2500). Immunoreactive bands were visualized using an ECL solution (Thermo Fisher Scientific 34080). To quantify the relative protein expression, immunoreactive bands were normalized to levels of β-actin. The relative band intensity of protein expression was quantified using ImageJ software (National Institutes of Health). Uncropped blots can be found in the Source Data.

### Cell cycle analysis and measurement of apoptosis

BM-resident LSK cells from 8-week-old mice were isolated and incubated in 70% ethanol overnight at 4 °C. After washing with PBS, cells were stained with propidium iodide (Sigma-Aldrich P4170) for cell cycle analysis. To measure apoptosis, LSK cells were stained with 7-AAD (BD Biosciences 559925, dilution 1:20) and Annexin V-FITC (BD Biosciences 556547, dilution 1:20). After washing with PBS, stained cells were analyzed by flow cytometry.

### CFU assay

Mononuclear cells isolated from the BM, PB, and spleen were plated onto Methocult GF M3434 (StemCell Technologies 03444) in 35 mm cell culture dishes. Cells were then incubated at 37 °C and 5% CO_2_. After 7 days of incubation, type and number of colonies were determined^60^.

### In vivo HSPC mobilization assays

For G-CSF-induced mobilization assays^15^, recombinant human G-CSF (Amgen Filgrastim Neupogen) was diluted in PBS with 0.1% BSA (GenDEPOT A0100-050). G-CSF or vehicle was administered by daily subcutaneous injection to 8-week-old mice at a dose of 250 μg kg^−1^ day^−1^ for 5 days. For AMD3100-induced mobilization assays^17^, AMD3100 (Sigma-Aldrich A5602) was diluted in PBS and administered subcutaneously to 8-week-old mice at 5 mg kg^−1^. For G-CSF and AMD3100-induced mobilization assays^61^, G-CSF or vehicle was administered by daily subcutaneous injection to 8-week-old mice at a dose of 250 μg kg^−1^ day^−1^ for 5 days. One h before final G-CSF dose, AMD3100 administered subcutaneously to the same group of mice at 5 mg kg^−1^. Three h after the final G-CSF or AMD3100 dose, mice were sacrificed to assess the absolute numbers of nucleated cells in the PB and spleen. The absolute numbers of LSK cells in the BM, PB, and spleen were determined by flow cytometry and CFU assays. To block the VLA-4 and VCAM-1 interaction, anti-VCAM-1 (BD Biosciences 553330) Ab or the respective isotype control (2 mg kg^−1^ day^−1^; BD Biosciences 553926) was administered intravenously every day.

For 5-FU-induced mobilization assays^62^, 5-FU (Sigma-Aldrich F6627) was administered intravenously to 8-week-old mice at 200 mg kg^−1^. The absolute numbers of nucleated cells in the PB and spleen were counted on days 4, 8, 12, and 16 after 5-FU treatment. On day 16 after 5-FU administration, mice were sacrificed, and the absolute numbers of Lin^−^Sca-1^+^c-kit^+^ cells (LSK cells) in the BM, PB, and spleen were determined by flow cytometry and CFU assays. To block the VLA-4 and VCAM-1 interaction, mice were injected with anti-VCAM-1 Ab or the respective isotype control (2 mg kg^−1^ day^−1^) from day 8 to day 15 after 5-FU administration.

For anti-VCAM-1 Ab-induced mobilization assays^63^, anti-VCAM-1 Ab or the respective isotype control administered by daily subcutaneous injection to 8-week-old mice at a dose of 2 mg kg^−1^ day^−1^ for 3 days. Eight hours after the final Ab dose, mice were sacrificed, and the absolute numbers of nucleated cells in the PB and spleen were counted. The absolute numbers of LSK cells in the BM, PB, and spleen were determined by CFU assays described above.

### LSK transplantation

LSK cells (1 × 10^5^) isolated from 8-week-old donor mice were injected intravenously into lethally irradiated (10 Gy) 8-week-old recipient mice. Twelve weeks after the LSK transfer, recipient mice were sacrificed and analyzed for reconstitution of donor immune cells. Donor cells and recipient cells were discriminated by flow cytometry using anti-CD45.2 (104)-PerCP-Cy5.5 Ab (BD 552950, dilution 1:100) for congenic strain (CD45.1) discrimination. For serial competitive LSK repopulation assays^58^, LSK cells (5 × 10^4^) isolated from WT or KO mice (CD45.2) were mixed with an equal number of LSK cells isolated from competitor mice (WT in CD45.1). The cell mixture was then intravenously injected into lethally irradiated (10 Gy) 8-week-old recipient mice (WT in CD45.1). Secondary transplantation was performed at 12 weeks after primary engraftment. LSK cells (1 × 10^5^) harvested from primary transplants were intravenously injected into lethally irradiated (10 Gy) 8-week-old recipient mice (WT in CD45.1). The ratio of CD45.1 to CD45.2 positive cells in the BM, PB, thymus, and spleen of recipient mice was measured by flow cytometry.

### In vivo homing assay

For in vivo homing assay^64^, recipient mice were lethally irradiated (10 Gy) 24 h before LSK transplantation. Freshly isolated LSK cells from 8-week-old mice were labeled with 1 μM CFSE (Thermo Fisher Scientific C34554) per the manufacturer’s instructions. CFSE-labeled LSK cells (2 × 10^5^) were then resuspended in PBS and intravenously injected into recipient mice. Sixteen hours after injection, mice were sacrificed, and the frequencies of CFSE^+^ cells in the BM, PB, and spleen were determined by flow cytometry. To determine the frequency of clonogenic progenitors, mononuclear cells from the BM, PB, and spleen were subjected to CFU assays as described above. To block the interaction between VLA-4 and VCAM-1, CFSE-labeled LSK cells were incubated with an anti-VCAM-1 Ab (2 mg kg^−1^) or an isotype control, and the cells were intravenously injected into recipients 1 h before transplantation.

### Trans-stromal migration and adhesion assay

For the trans-stromal migration assay^65^, LSK cells (1 × 10^5^ cells chamber^−1^) were loaded into the top chamber of a 24-well transwell plate containing a monolayer of BMSCs. Recombinant mouse CXCL12 (100 ng mL^−1^; R&D Systems P40224) was loaded into the bottom chamber. The plate was then incubated at 37 °C in 5% CO_2_ for 16 h. After incubation, the number of migrating LSK cells in the bottom chamber was calculated. To perform the adhesion assay, CFSE-labeled LSK cells (5 × 10^4^) were co-cultured with BMSCs (2 × 10^5^) in 24-well cell culture plates. Three h after co-culture, nonadherent LSK cells were removed via three gentle washes with PBS, and adherent LSK cells were harvested. The frequency of CFSE^+^ LSK cells was determined by flow cytometry. To block the VLA-4 and VCAM-1 interaction, LSK cells were preincubated with anti-VLA-4 (10 μg mL^−1^; Merck CBL1304) Ab or an isotype control (10 μg ml^−1^; BD Biosciences 559478) for 30 min, and BMSCs were preincubated with anti-VCAM-1 Ab (10 μg mL^−1^) or an isotype control for 30 min.

### mRNA-seq data analysis

Total RNAs from WT and KO BM cells were extracted using TRIzol (Thermo Fisher Scientific 15596026) according to the manufacturer’s protocol. Subsequently, 1 μg of total RNA was used to construct cDNA libraries using TruSeq RNA library kit (Illumina, RS-122-2001) according to the manufacturer’s protocol. The size distribution and quality of cDNA libraries were monitored by Agilent 2100 Bioanalyzer (Agilent Technologies) and quantitative PCR using Kapa Library Quantification Kit (Kapa Biosystems KK4824). After the quality check, cDNA libraries were sequenced using an Illumina HiSeq4000 sequencer (Illumina).

After removing low quality and adapter sequences, the raw reads were aligned to the reference genome *Mus musculus* (mm10) (genome assembly information access, GCF_000001635.20) using HISAT v2.0.5^66^. 

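The mRNA-seq libraries were made from poly(A)-selected RNA of BM cells, taken from femurs and tibias of mice at 8 weeks of age. There were 3 KO libraries (replicates 4, 8 and 9) and 3 WT libraries (replicates 1, 3 and 7). The paper and the titles and source of the samples give the KO mice as *Phc2* knockouts, whereas the genotype field of the same samples gives them as heterozygotes. They were grouped as KO after the paper. *Phc2* encodes a subunit of Polycomb repressive complex 1 and lies on chromosome 4 of GRCm38 from 128654655 to 128752881. It was not analysed here, so its transcript was not used to check the genotypes. *Xist* is the noncoding RNA transcribed from the inactive X chromosome of female cells. Its FPKM, an abundance scaled to exon length and to the mapped fragments of the library, was 74.6 in KO replicate 4, 113 in WT replicate 1 and 98.2 in WT replicate 3. It was at 0.0192 FPKM in KO replicate 8, 0.0155 FPKM in KO replicate 9 and 0.00848 FPKM in WT replicate 7. The deposited table used here gives, for each library, the FPKM and a normalized log2 value of 621 genes. Other genes were not analysed here. These genes were selected by the authors on the same libraries. Each had a fold of at least 2 in at least 1 of the 9 pairs of a KO and a WT library, and 192 of them in exactly 1 pair. No gene had such a fold in all 9 pairs, and 102 genes were up in some pairs and down in others. The p-values of KO against WT are therefore not independent evidence, and the variance prior of the model was estimated from selected genes. KO and WT were compared by limma on log2(FPKM + 1) with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes near or below 1 FPKM, where 13.0% of all values lay. Reads were not used here, so the depth of each library was not determined. The sources do not say that each library came from a different mouse, so the p-values may not measure a spread between mice. The limma p-values rest on the spread of each gene between these libraries and, more heavily, on the variance prior. The prior had 17.8 degrees of freedom, against 4 residual ones. The standard error of a gene can thus lie far from the spread of its own values. Gene lists, the rule for naming genes and the alternative settings were fixed before the data were examined, except the term for *Xist* and the test of list means, which were chosen after seeing the data.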

After aligning reads to the genome, StringTie v1.3.3b was used to assemble transcripts and estimate their abundance measured in fragments per kilobase of exon per million fragments mapped (FPKM)^67,68^. 

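Each T-cell and natural killer (NK) cell gene of the lists in the table had a higher mean log2(FPKM + 1) in KO BM cells. So did each monocyte, macrophage and dendritic cell marker of the lists, compared with WT BM cells. Each B-cell precursor gene had a lower mean in KO. In the paper, numbers of T, NK, myeloid and pro/pre-B cells in BM did not differ significantly between KO and WT. Those are cell counts rather than transcript levels. None of the 621 genes passed an adjusted p of 0.05 from limma in either direction. The smallest adjusted p was 0.517. At an unadjusted p under 0.05, 8 genes were higher and 6 were lower in KO. All 16 genes of T cells and NK cells in the table, from a list of 40, had a higher mean in KO. Their median log2 fold change was 0.70, and none passed when adjusted over the list alone. *Ccl5*, a chemokine made by T cells and NK cells, was at 53.1 ± 13.8 FPKM in KO and 27.7 ± 10.1 FPKM in WT (SD, n = 3 libraries each). This is a log2 fold change of 0.94 (standard error 0.50, adjusted p = 0.599 from limma). *Thy1*, a surface glycoprotein of T cells, was at 14.0 ± 3.77 FPKM in KO and 8.67 ± 4.02 FPKM in WT. The coreceptor *Cd4* was at 10.5 ± 5.39 FPKM in KO and 7.19 ± 1.46 FPKM in WT. An exact permutation test of list means per library was chosen after seeing the data. The mean log2(FPKM + 1) over the 16 genes was 3.30, 2.62 and 3.22 in KO replicates 4, 8 and 9, and 1.91, 2.14 and 2.94 in WT replicates 1, 3 and 7. WT replicate 7 thus lay within the range of the KO libraries (exact permutation test, two-sided p = 0.2). The libraries were also divided by *Xist* above 1 FPKM, after seeing the data. The list mean of KO minus WT was 1.28 in those with *Xist*, KO replicate 4 and WT replicates 1 and 3. It was -0.02 in KO replicates 8 and 9 and WT replicate 7. All 8 monocyte, macrophage and dendritic cell markers in the table, from a list of 38, had a higher mean in KO. The median log2 fold change was again 0.70, and none passed when adjusted over the list alone. In 6 of them every KO library was above every WT library. They include *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *Cd74*, which serve antigen presentation by major histocompatibility complex (MHC) class II and are also expressed by B cells. *H2-Aa* was at 328 ± 44.4 FPKM in KO and 183 ± 84.8 FPKM in WT. Of 8 mature B-cell and plasma cell genes in the table, from a list of 35, 5 had a higher mean and 3 a lower mean in KO. The median log2 fold change was 0.83, and none passed when adjusted over the list alone. *Jchain*, which joins the units of polymeric immunoglobulins, was at 66.2 ± 10.6 FPKM in KO and 31.8 ± 25.9 FPKM in WT. *Irf4*, a transcription factor of plasma cells, was at 19.8 ± 3.15 FPKM in KO and 36.6 ± 21.0 FPKM in WT. For both lists of 8 genes, the list means of the KO libraries were all above those of the WT libraries. The exact permutation test gave a two-sided p = 0.1, the smallest that 3 libraries against 3 allow, and 0.567 after adjustment over 17 lists. All 16 B-cell precursor genes in the table, from a list of 24, had a lower mean in KO. Their median log2 fold change was -0.44, and none passed when adjusted over the list alone. *Vpreb3*, a component of pre-B-cell receptor assembly, was at 153 ± 28.6 FPKM in KO and 246 ± 126.7 FPKM in WT. *Cd79b*, a signaling chain of the B-cell receptor, was at 256 ± 29.6 FPKM in KO and 346 ± 151 FPKM in WT. The list mean of B-cell precursor genes was 6.47 in WT replicate 1 and 5.76 in WT replicate 3, above the KO libraries at 5.14 to 5.54, but 5.08 in WT replicate 7. The median log2 fold change of all 621 genes was -0.35, and it was -0.18 after quantile normalization and -0.22 after scaling to the same median. Genes at an unadjusted p under 0.05 then numbered 22 higher and 4 lower, and 21 higher and 2 lower. The medians of these 4 lists kept their sign. Without WT replicate 7, 61 genes were higher and 191 lower at an unadjusted p under 0.05.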

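*Mid1* is an E3 ubiquitin ligase gene of chromosome X. Among the named genes whose KO and WT libraries did not overlap, it had the lowest log2 fold change on log2(FPKM + 1). It lies on chromosome X of GRCm38 from 169685199 to 169990798. It was at 0.795 ± 0.168 FPKM in KO and 4.26 ± 2.27 FPKM in WT (SD, n = 3 libraries each). The log2 fold change was -1.47 (standard error 0.45, adjusted p = 0.599 from limma). *Zbtb8a*, a zinc finger gene on chromosome 4 from 129353632 to 129378028, was at 0.830 ± 0.123 FPKM in KO and 2.55 ± 0.419 FPKM in WT. This is a log2 fold change of -0.95 (standard error 0.42, adjusted p = 0.599 from limma). With a pseudocount of 0.1, the log2 fold change of Mid1 was -2.18 and the log2 fold change of Zbtb8a was -1.51. *Oscp1*, on chromosome 4 from 126055643 to 126092195, was at 1.20 ± 0.217 FPKM in KO and 3.27 ± 0.462 FPKM in WT. *H2-Eb1*, a beta chain of MHC class II on chromosome 17 from 34305867 to 34316674, was at 165 ± 17.0 FPKM in KO and 88.0 ± 50.1 FPKM in WT. The log2 fold change was 1.04 (standard error 0.52, adjusted p = 0.599 from limma). WT replicate 7 at 145 FPKM was close to the lowest KO library at 149 FPKM. *Cdk5rap1*, which modifies mitochondrial transfer RNAs, lies on chromosome 2 from 154222011 to 154373038. It was at 19.3, 8.28 and 3.96 FPKM in KO replicates 4, 8 and 9 and at 3.79 ± 0.143 FPKM in WT. *Bmpr1a*, a receptor of bone morphogenetic proteins, was at 3.29 ± 0.446 FPKM in KO and 1.51 ± 0.383 FPKM in WT. *Ccr6*, a chemokine receptor of B and T cells, was at 3.50 ± 0.547 FPKM in KO and 1.56 ± 1.16 FPKM in WT. Over all 621 genes, the KO and WT libraries did not overlap in 45 genes (7.25%). Chance gives 10% with 3 libraries against 3 when genes are not selected. These 621 genes were selected on the same libraries and vary together, so the share cannot show whether 45 is above or below chance. Of the 45 genes, 37 were higher and 8 lower in KO. With a fold of at least 2 on the log2(FPKM + 1) scale as well, 4 genes were left. They were *H2-Eb1*, *Cdk5rap1*, *Mid1* and the predicted gene *Gm12191*, the last chosen after its values were seen. This count was 134 without WT replicate 7, 35 without KO replicate 4, 18 without KO replicate 8, 8 without WT replicate 1 and 7 without WT replicate 3, and 17 with a pseudocount of 0.1. Of the 10 genes of HSPC mobilization that the paper measured by qRT-PCR, *Cdh2* and *Ctsk* were analysed here. The paper's qRT-PCR used RNA of BMSCs, whereas these libraries are of BM cells, so the values are not a repeat of that measurement. *Cdh2*, encoding N-cadherin, was at 0.623 ± 0.327 FPKM in KO and 1.40 ± 0.897 FPKM in WT. Its log2 fold change was -0.51 (standard error 0.44, adjusted p = 0.599 from limma). Without WT replicate 1, the log2 fold change of Cdh2 was -0.26, and it was -0.84 without WT replicate 7, -0.90 with a pseudocount of 0.1 and -0.26 with *Xist* above 1 FPKM as a term of the model, added after seeing the data. *Ctsk*, encoding the osteoclast protease cathepsin K, was at 6.26 ± 4.26 FPKM in KO and 17.3 ± 11.5 FPKM in WT. Its log2 fold change was -1.17 (standard error 0.59, adjusted p = 0.599 from limma). The log2 fold change of Ctsk was -0.57 with the same term and -1.92 without WT replicate 7. All 6 adhesion molecules and ligands of HSPC retention in the table, from a list of 31, had a lower mean in KO (median log2 fold change -0.63). Their mean log2(FPKM + 1) was 2.64 in WT replicate 7, within the range of the KO libraries at 2.25 to 2.75, and 3.24 and 3.16 in WT replicates 1 and 3. Between the libraries with *Xist* above 1 FPKM and the others, a division made after seeing the data, 4 of these 6 genes, and both *Cdh2* and *Ctsk*, were higher with *Xist* at an adjusted p under 0.05 from limma. Complete linkage over the same 621 genes gave the same division, so these calls are not independent evidence for it. Of 7 soluble niche factors and proteases, from a list of 31, 2 had a higher and 5 a lower mean (median log2 fold change -0.43). No member passed, also when adjusted over the list alone. Among Polycomb group components, *Phc3* was at 5.59 ± 3.11 FPKM in KO and 2.31 ± 0.0735 FPKM in WT. *Cbx7* was at 14.9 ± 6.24 FPKM in KO and 14.8 ± 4.20 FPKM in WT, and neither passed the test. Of the Hox and Cdkn2 genes known as Polycomb targets, *Cdkn2a* was analysed here. It was at 0.919 ± 0.197 FPKM in KO and 0.111 ± 0.0765 FPKM in WT. This is a log2 fold change of 0.79 (standard error 0.40, adjusted p = 0.599 from limma). With a pseudocount of 0.1, the log2 fold change of Cdkn2a was 2.31.

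**Figure D1:**
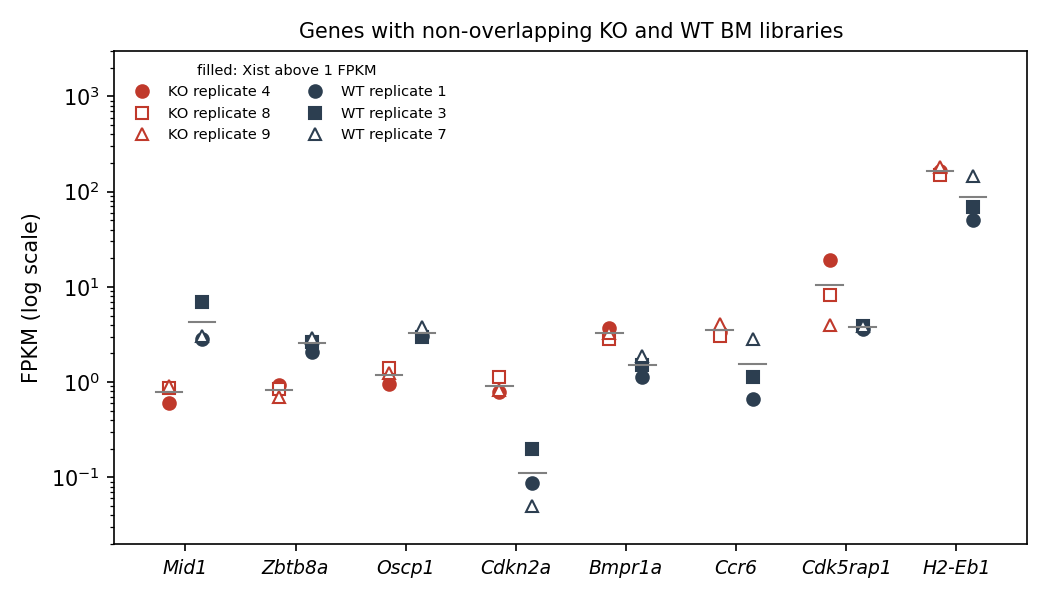
FPKM on a log axis of 8 named genes in each of the 6 BM libraries, with grey bars at the means of the 3 KO (red) and 3 WT (dark blue) libraries and filled symbols for libraries with Xist above 1 FPKM. Mid1, Zbtb8a and Oscp1 are lower in every KO library and the other genes higher in every KO library. Mid1 is at 0.603 to 0.910 FPKM in KO and 2.81 to 6.87 FPKM in WT.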

False discovery rate (FDR) was controlled by adjusting *p*-value cutoff of 0.05 using Benjamini–Hochberg algorithm^69^. 

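Genes of osteoblasts, mesenchymal reticular cells and endothelial cells differed between libraries of the same genotype, and the libraries did not group by genotype without scaling of the genes. Complete linkage on Euclidean distances of log2(FPKM + 1) over the 621 genes put KO replicate 4 with WT replicates 1 and 3, and WT replicate 7 with KO replicates 8 and 9. Thus 0 of the 6 libraries lay in a cluster of their own genotype. WT replicate 7 was at a distance of 18.0 from KO replicate 8 and 35.5 from WT replicate 1. KO replicate 4 was at 18.9 from WT replicate 3 and 26.9 from WT replicate 1, against 22.3 from KO replicate 8, 24.5 from KO replicate 9 and 23.0 from WT replicate 7. The leading principal component held 54.0% of the variance and the next 18.8%. With a z-score of each gene, WT replicates 1 and 3 formed a cluster, and KO replicates 4, 8 and 9 formed the other together with WT replicate 7, so that 2 libraries lay in a cluster of their own genotype. The libraries KO replicate 4, WT replicate 1 and WT replicate 3 are those with *Xist* above 1 FPKM. All 17 osteoblast and chondrocyte markers in the table, from a list of 26, had a lower mean in KO. Their median log2 fold change was -0.79, but none passed the limma test, also when adjusted over the list alone. The mean log2(FPKM + 1) of these markers was 4.08 in KO replicate 4, 4.90 in WT replicate 1 and 4.42 in WT replicate 3. It was 2.46 in KO replicate 8, 2.70 in KO replicate 9 and 2.43 in WT replicate 7. *Col1a1*, encoding a chain of type I collagen, lies on chromosome 11 of GRCm38 from 94936224 to 94953042. It was at 216, 26.6 and 31.6 FPKM in KO replicates 4, 8 and 9, and at 471, 284 and 23.0 FPKM in WT replicates 1, 3 and 7. The log2 fold change was -1.35 (standard error 0.85, adjusted p = 0.599 from limma). The log2 fold change of Col1a1 was -0.51 without WT replicate 1 and -2.66 without WT replicate 7. With *Xist* above 1 FPKM as a term of the model, added after seeing the data, it was -0.22. *Bglap*, encoding osteocalcin, was at 132, 18.7 and 19.3 FPKM in the same KO replicates and at 279.5, 158 and 12.2 FPKM in the WT replicates. Of 15 endothelial markers, from a list of 24, 14 had a lower mean and *Ly6a* a higher mean in KO (median log2 fold change -0.70). *Cdh5*, encoding VE-cadherin, was at 2.61 ± 1.02 FPKM in KO and 5.73 ± 2.83 FPKM in WT (SD, n = 3 libraries each), and at 2.47 FPKM in WT replicate 7. Of 12 mesenchymal stem cell and reticular cell markers, from a list of 29, 11 had a lower mean and *Thy1* a higher mean in KO (median log2 fold change -0.58). *Igfbp5* was at 12.9 ± 7.53 FPKM in KO and 18.9 ± 9.04 FPKM in WT. No member of these lists passed, also when adjusted over the list alone. With *Xist* above 1 FPKM as a term of the model, an alternative chosen after seeing the data, no gene passed. The median log2 fold change of KO against WT was then -0.18 for the osteoblast list, -0.35 for the endothelial list and -0.13 for the mesenchymal list. The paper reports no change in the composition of BMSCs in KO niches. That statement is about the cells of the niche, whereas the values here are transcript levels in BM cells, so the measures are unlike. Both osteoclast markers in the table, *Ctsk* and *Atp6v0d2*, had a lower mean in KO. The 5 adipocyte markers had a median log2 fold change of -0.09, which was 0.02 after quantile normalization and 0.04 after median scaling. Of 8 immediate-early and stress genes, from a list of 33, 7 had a higher mean and 1, *Dusp2*, a lower mean in KO (median log2 fold change 0.41), and none passed. Their mean log2(FPKM + 1) was 3.69, 4.39 and 4.99 in KO replicates 4, 8 and 9, and 3.49, 3.68 and 4.71 in WT replicates 1, 3 and 7. *Fos*, a subunit of the AP-1 transcription factor, was at 101, 204 and 251 FPKM in these KO replicates and at 64.0, 88.3 and 233 FPKM in the WT replicates.

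**Figure D2:**
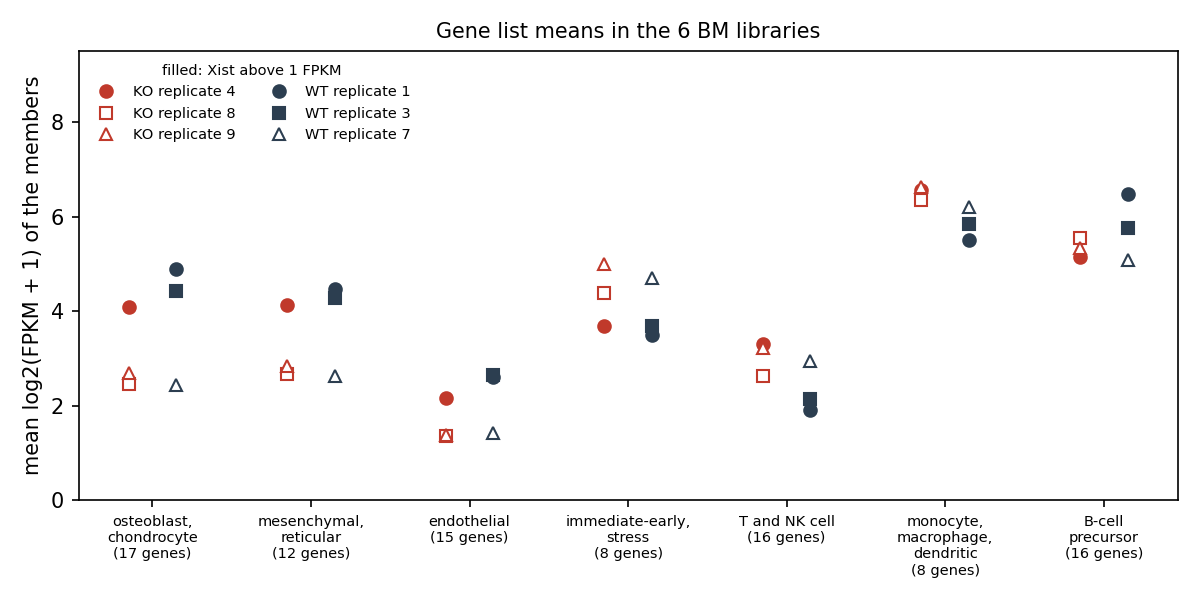
Mean log2(FPKM + 1) of the members of 7 gene lists in each of the 6 BM libraries, KO in red and WT in dark blue, with filled symbols for libraries with Xist above 1 FPKM. The osteoblast, mesenchymal and endothelial lists are higher in KO replicate 4, WT replicate 1 and WT replicate 3 than in the other libraries, for the osteoblast list at 4.08 to 4.90 against 2.43 to 2.70.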

Subsequently, hierarchical clustering analysis was performed to analyze differentially expressed gene (DEG) set using complete linkage and Euclidean distance as a measure of similarity. Gene set enrichment analysis including functional annotation and pathway analyses were performed based on Gene Ontology (www.geneontology.org/) and KEGG pathway (http://www.genome.jp/kegg/pathway.html). 

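The immune KEGG pathways described here held mostly genes with a higher mean in KO BM cells, and the extracellular matrix pathways mostly genes with a lower mean. In the authors' deposited table of KEGG pathways, 94 of 247 pathways had a false discovery rate under 0.05, or 43 of them with at least 10 genes. Hematopoietic cell lineage led the authors' deposited table with 22 of its 95 genes and an adjusted p of 8.4e-21. Of these 22 genes, 18 had a higher mean in KO and 4 a lower mean. Antigen processing and presentation held 15 of 91 genes in the authors' deposited table, with an adjusted p of 1.6e-12. Of these, 14 had a higher mean in KO and 1 a lower mean. Both pathways hold MHC class II genes. *H2-Ab1* was at 240.3 ± 24.4 FPKM in KO and 143 ± 57.2 FPKM in WT (SD, n = 3 libraries each), and *H2-DMb2* at 65.8 ± 12.6 FPKM in KO and 35.1 ± 13.2 FPKM in WT. Protein digestion and absorption had 18 of 90 genes and an adjusted p of 4.4e-16 in the authors' deposited table. These were 16 collagen genes together with *Atp1b1* and *Dpp4*, and all 18 had a lower mean in KO. ECM-receptor interaction, with 16 of 83 genes and an adjusted p of 3.7e-14 in the authors' deposited table, also had all 16 genes at a lower mean in KO. Among them, the bone matrix protein gene *Spp1* was at 22.4 ± 6.43 FPKM in KO and 39.6 ± 17.0 FPKM in WT. In the authors' deposited table of GO terms, 1550 of 6915 terms had a false discovery rate under 0.05. Among terms of at most 500 genes, blood vessel morphogenesis led the authors' deposited table with 47 of 498 genes and an adjusted p of 4.6e-25. Of its genes, 10 had a higher and 37 a lower mean in KO. Ossification held 39 of 370 genes with an adjusted p of 4e-22 in the authors' deposited table, with 8 genes at a higher and 31 at a lower mean in KO. Extracellular matrix organization held 29 of 201 genes with an adjusted p of 2e-19 in the authors' deposited table, with 1 at a higher and 28 at a lower mean. Immune GO terms were nearer to even. T cell activation, with 35 of 422 genes and an adjusted p of 7.5e-17 in the authors' deposited table, had 20 genes at a higher and 15 at a lower mean in KO. Leukocyte differentiation, with 40 of 480 genes and an adjusted p of 2e-19 in the authors' deposited table, had 21 at a higher and 19 at a lower mean. No member gene of these terms passed the limma test of KO against WT. Of the 18 genes of protein digestion and absorption, 15 were higher at an adjusted p under 0.05 from limma in the 3 libraries with *Xist* above 1 FPKM than in the other 3. This division of the libraries was made after seeing the data. It is also that of the 2 clusters found by complete linkage over the same 621 genes. Counts of genes called between its sets thus describe these clusters and are not independent evidence for them. By the same test, 11 of 16 genes of ECM-receptor interaction, 22 of 29 of extracellular matrix organization, 28 of 47 of blood vessel morphogenesis and 23 of 39 of ossification were higher in the libraries with *Xist* above 1 FPKM. Of the 22 genes of hematopoietic cell lineage, 0 were higher and 1 was lower in the libraries with *Xist* above 1 FPKM by the same test. The authors' gene numbers refer to the selected table as a whole, in which a gene could enter through 1 pair of libraries in either direction. The authors' backgrounds were 56885 genes for GO and 36149 for KEGG. Backgrounds of this size do not appear limited to genes expressed in BM. Terms of marrow cells may thus rank high whatever the genotype, and the authors' p-values do not measure a difference between KO and WT.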

An overview of the gene expression data was deposited at NCBI’s Gene Expression Omnibus (GEO). It is accessible through GEO series accession number of GSE128705.

### Real-time quantitative RT-PCR analysis

Total RNA was purified from BMSCs using Trizol reagent (Thermo Fisher Scientific 15596026) according to the manufacturer’s instructions; it was then reverse transcribed into cDNA using a RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific K1621). After cDNA synthesis, quantitative PCR (qPCR) was conducted to measure mRNA levels of mouse *Alcam*, *Angpt1*, *Cdh2*, *Ctsk*, *Cxcl12*, *Fn1*, *Kitl*, *Icam1*, *p16*^*INK4a*^, *p19*^*ARF*^, *Selp*, *Vcam1,* and *Gapdh* using a 7500 Real-time PCR system (Thermo Fisher Scientific). *Gapdh* was used as an internal control to quantify the levels of other mRNA transcripts. The primer pairs used for qRT-PCR are listed in Supplementary Table 1.

### Inhibition of *Phc2* expression by shRNA

Lentiviral plasmids expressing shRNAs directed against several distinct regions of *Phc2* (SHCLNG-NM_018774) and control shRNA plasmids (SHC001) were purchased from Sigma-Aldrich. OP9 cells (mouse BMSC line, ATCC CRL-2749) were transfected with each shRNA-containing plasmid using Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific 11668019) according to the manufacturer’s instructions. After transfection, inhibition of *Phc2* expression was determined by qRT-PCR and immunoblotting. Primer sequences for *Phc2* for qRT-PCR are listed in Supplementary Table 1.

### ChIP assay

The lysates of BM cells (2 × 10^6^) from 8-week-old mice were prepared for the ChIP assay^70^. BM cell lysates were sonicated and immunoprecipitated with the anti-Bmi1 (Santa Cruz Biotechnology, Inc. sc-10745, 2 μg sample^−1^), anti-Cbx7 (Santa Cruz Biotechnology, Inc. sc-70232, 2 μg sample^−1^), anti-H2AK119ub (Cell Signaling Technology 8240, 2 μg sample^−1^), anti-H3K9ac (Merck 06-942, 2 μg sample^−1^), anti-H3K4me3 (Abcam ab12209, 2 μg sample^−1^), anti-H3K27me3 (Merck 07-449, 2 μg sample^−1^), anti-Phc2 (Santa Cruz Biotechnology, Inc. sc-160664, 2 μg sample^−1^), and anti-Ring1b (Cell Signaling Technology 5694, 2 μg sample^−1^) Abs. Additionally, GSK126-treated OP9 cell lysates were sonicated and immunoprecipitated with the anti-Bmi1, anti-Phc2, and anti-Ring1b Abs. After immunoprecipitation, immune complexes were collected with protein A agarose (Merck GE17-0963-03) and extracted with an extraction buffer (1% SDS, 0.1 M NaHCO_2_). DNA cross-links were reversed by heating to 65 °C for 8 h. DNA was extracted with phenol/chloroform and precipitated with ethanol. DNA isolated from an aliquot of total nuclear extract was used as the loading control for PCR (input control). qPCR was performed as described above. Data are presented after normalizing each immunoprecipitated DNA Ct value to 10% of the input DNA Ct value.

### In vivo administration of GSK126

WT mice were intraperitoneally injected with 50 or 100 mg kg^−1^ of DMSO-dissolved GSK126. Mice were sacrificed at 16 h after GSK126 injection and the expression of VCAM-1 from BMSCs of sacrificed mice were analyzed by immunoblotting and flow cytometry. In addition, trans-stromal migration and adhesion assays using LSK cells and BMSCs of sacrificed mice were performed as described above.

### Statistical analysis

Mean values among more than three experimental groups were compared by one-way ANOVA with Tukey HSD analysis and comparison between two groups was analyzed by two-tailed Student’s *t*-test using SPSS statistics software, ver. 24.0 (SPSS Inc). All data are presented as the mean ± standard error of mean (SEM). In each graph, significant differences as determined by *p*-values less than 0.05 and 0.01 are indicated by asterisks (* and **, respectively).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The raw mRNA-seq data were deposited into the Sequence Read Archive (SRA) of National Center for Biotechnology Information (NCBI) with the following accession numbers: GSM3683312, GSM3683313, GSM3683314, GSM3683315, GSM3683316, and GSM3683317. An overview of the gene expression data was deposited at NCBI’s Gene Expression Omnibus (GEO). It is accessible through GEO series accession number of GSE128705. Source data underlying Figs. 1–8, Tables 1–2, Supplementary Figs. 1–7, and Supplementary Figs. 10–18 are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

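The samples were BM cells of mice at 8 weeks of age, with 3 KO libraries (replicates 4, 8 and 9) and 3 WT libraries (replicates 1, 3 and 7) of poly(A)-selected RNA. The authors aligned the reads to mm10 and quantified each library on its own with HISAT2 version 2.0.5 and StringTie version 1.3.3b, as the paper's methods and the submitters' processing notes give. The authors deposited FPKM per gene and library in the table used here. The raw reads, which the paper states were deposited, were not used here, so the depth of each library was not determined and no counting interval is given. The authors also deposited a log2 value per gene and library, made from FPKM by a further normalization that the sources used here do not name, and from these log2 values the authors computed a signed fold of each KO library over each WT library, which was read here as a score without a unit. The authors' deposited enrichment tables give numbers of genes per GO term and KEGG pathway with a p-value and a false discovery rate. The authors' deposited tables set the 621 genes against a background of 56885 genes for GO, and 273 of them against 36149 genes for KEGG. The enrichment test is not given in the sources used here. The deposited table of expression holds 621 genes that the authors selected, each with a fold of at least 2 in at least 1 of 9 library pairs, which was checked on the values. No column of per-library values was left unmatched to a sample. Further sheets that repeat the selected genes once per term were not used here.

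FPKM were transformed to log2(FPKM + 1), and KO and WT were compared in all 6 libraries with limma version 3.58.1 in R version 4.3.3, with an intensity trend in the variance prior and Benjamini-Hochberg adjustment over the 621 genes at a threshold of 0.05. FPKM are not counts, so no count model was used. Genes with a value above 0 in at least 3 libraries were tested, which held for all 621. The limma step was tested on simulated data for KO against WT with 621 genes, of which 200 were changed. It called 22.4% of genes changed by a log2 fold of 1, 86.6% of those changed by 2 and 97.0% of those changed by 4, and 1.2% of the unchanged genes. The simulated noise was independent between genes, whereas the real genes vary together over the libraries. The adjustment is also stricter when fewer genes are changed. These shares are thus not the share of changed genes that the real comparison would find. Beside the test, genes whose KO and WT libraries did not overlap and that had a fold of at least 2 were counted. Libraries were clustered by complete linkage on Euclidean distances, as the paper's methods give. Other steps were run in Python version 3.11.15 with pandas version 2.3.3, numpy version 2.4.6 and scipy version 1.17.1. Coordinates are those of RefSeq genes on GRCm38, the assembly that mm10 names, matched by gene ID for 615 of 621 genes.

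Genes named in the text are those the paper names that are among the 621, the 10 with the largest rise and the 10 with the largest fall among genes with non-overlapping groups, a mean of at least 1 FPKM and a symbol that is not a predicted gene, by adjusted p and then by unadjusted p, and the 4 members of each gene list with the highest mean. As no gene passed, they were taken by unadjusted p, and 7 genes met the conditions for a fall. The values of the paper's Fig. 5a were known when this rule was written. *Atp1b1*, *Gm12191*, *Ccl2*, *Rps27rt*, *Atp6v0c*, *Atp6v0c-ps2* and *G530011O06Rik* fall outside the rule and were chosen after their values were seen. Of 27 gene lists of cell types, pathways and complexes, 25 had at least 1 member among the 621 genes and 17 had at least 5. The planned test of list direction needed 5 members past the limma threshold, which no list had, so the lists are described by the direction of their members and by an exact permutation test of the list mean per library, which was chosen after seeing the data. Genes of a list vary together over the same 6 libraries, so they are not independent. A member was counted as higher or lower in mean by the sign of its log2 fold change, that is by mean log2(FPKM + 1).

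The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of at least 1 FPKM, quantile normalization, scaling of each library to the same median, a variance prior without trend, the authors' normalized log2 columns, a threshold of 0.01, and leaving out each library in turn, and for clustering another linkage, distance and scaling of genes. A term for *Xist* above 1 FPKM was added to the model after seeing the data. *Phc2* and most of the genes that the paper measured by qRT-PCR were not analysed here.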

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

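The tests of *Ccl2*, *Gm12191*, WT replicate 7 and the division of the libraries by *Xist* were chosen after the results were seen. Every KO library was above every WT library by at least 1.5 times in 2 genes that the paper does not discuss. *Ccl2*, a chemokine of monocytes, was at 1.43, 1.22 and 2.04 FPKM in KO replicates 4, 8 and 9 and at 0.382, 0.710 and 0.732 FPKM in WT replicates 1, 3 and 7, so that the lowest KO library was 1.66 times the highest WT library. The predicted gene *Gm12191*, on chromosome 11 of GRCm38 from 49678620 to 49679143, was at 84.9 ± 28.1 FPKM in KO and 21.3 ± 6.83 FPKM in WT (SD, n = 3 libraries each), and the lowest KO library was 1.96 times the highest WT library. It had the smallest p of all 621 genes, with a log2 fold change of 1.94 and an adjusted p of 0.517 from limma.

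No gene passed the limma test between KO and WT, while another division of the 6 libraries gave 163 genes at an adjusted p under 0.05. As the real division gave 0 genes, all 10 divisions into 3 and 3 gave as many or more, and 10 divisions are too few for a share under 0.05. A complete difference in sex between the genotypes is argued against by *Xist*, since each genotype holds libraries with and without it. It was at 74.6 FPKM in KO replicate 4, alone among the KO libraries, and above 1 FPKM in WT replicates 1 and 3. The libraries with *Xist* were thus unevenly divided. An uneven share of the sexes stays open as a source of differences between KO and WT. With *Xist* above 1 FPKM as a term of the model, the median log2 fold change of the osteoblast list went from -0.79 to -0.18. A KO library under the label of WT replicate 7 stays open, since of 133 genes in which the other 5 libraries separated KO from WT by at least 1.5 times, WT replicate 7 lay on the KO side in 122 and on the WT side in 11. Against it, *Mid1* at 3.09 FPKM, *Cdkn2a* at 0.0503 FPKM and, near *Phc2*, *Zbtb8a* at 2.92 FPKM and *Oscp1* at 3.81 FPKM put WT replicate 7 with WT (KO libraries at most 0.910, at least 0.787, at most 0.937 and at most 1.39 FPKM), but *Mid1*, *Zbtb8a* and *Oscp1* were named because their KO and WT libraries do not overlap, and *Phc2* itself was not analysed here.

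The 163 genes separate KO replicate 4, WT replicate 1 and WT replicate 3 from the other libraries, 143 higher and 20 lower in them, which points to a structure of the samples that crosses the genotypes. Complete linkage over the same 621 genes gave the same 2 sets of libraries. The calls thus describe these clusters and are not independent evidence for them. A different share of bone and stromal cells in the marrow is a candidate explanation for part of the 163 genes. The median log2 difference was 1.61 for the osteoblast list, 1.39 for the mesenchymal list and 1.15 for the endothelial list. Of the 42 distinct members of these lists among the 621 genes, 36 were called higher and 0 lower, with *Col1a1* at 216 to 471 FPKM against 23.0 to 31.6 FPKM. The other 107 genes called higher lie outside these lists, and other lists moved too, with 4 of 6 neutrophil genes called higher (median log2 difference 1.22), 3 of 6 megakaryocyte genes called higher and 5 of 8 immediate-early and stress genes called lower (median -1.40). *Xist* follows the same division, at 74.6 to 113 FPKM in KO replicate 4, WT replicate 1 and WT replicate 3 and at most 0.0192 FPKM in the others. As *Xist* comes from the inactive X chromosome of female cells, the sets of libraries appear to differ in sex. This rests on *Xist* alone, since the Y-linked genes of the sex-linked list were not among the 621 genes and could not be checked. Whether sex accounts for the 163 genes stays open. Of 23 genes of chromosome X, 4 were among the 163 (Fisher's exact test, two-sided p = 0.469). This cannot decide it, since a sex difference can also act on genes of other chromosomes. The sources used here give neither sex nor handling of the samples.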

How the results depend on the processing

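No gene passed the limma test in either direction under a pseudocount of 0.1, a mean of at least 1 FPKM, quantile normalization, median scaling, a prior without trend, the normalized log2 columns or a threshold of 0.01, with a smallest adjusted p from 0.195 to 0.561 and 13 to 26 genes at an unadjusted p under 0.05. Omitting the filter changed nothing, since it removed no gene. With 1 library left out, genes lower in KO ranged from 0 to 1. These were *Xist* without KO replicate 4 (adjusted p = 0.000803 from limma) and *Atp6v0c-ps2* without KO replicate 9 (adjusted p = 0.0196 from limma). For both genes the remaining KO and WT libraries overlapped. *Xist* was at 0.00848 FPKM in WT replicate 7, below KO replicates 8 and 9. *Atp6v0c-ps2*, whose value is uncertain beside its parent gene *Atp6v0c*, was high only in WT replicate 1 of the remaining libraries, at 176 FPKM. Genes at an unadjusted p under 0.05 from limma ranged from 7 to 252, the most without WT replicate 7. The *Xist* term, added after seeing the data, gave 20 higher and 10 lower genes at an unadjusted p under 0.05 and none passing. Genes with a fold of at least 2 and no overlap numbered 4, but 17 with a pseudocount of 0.1, 36 with a fold of at least 1.5, and 4 to 134 with 1 library left out. Beyond the fewer libraries and the lower threshold, the cause was not tested. Clustering gave 2 libraries in a cluster of their own genotype after z-scores, WT replicates 1 and 3, with the KO libraries and WT replicate 7 in the other cluster, and 0 under the other settings tried. KEGG pathways of at least 10 genes numbered 43 of 94 in the authors' deposited table. Of 510 values of 85 named genes under the other planned settings, 502 stayed within 1 SD and 12 had the other sign. With 1 library left out, 33 of 510 had the other sign, in 16 genes. No list had 5 members passing under any setting. No paired analysis was possible because the groups share no replicate numbers. Reads were not used here, so depth and the limit it sets on low FPKM were not determined.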

Differences from the paper's values

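The paper states no value for a measure computed here. It states that *Cdkn2a* did not differ significantly between KO and WT BM cells, in expression or in epigenetic pattern (Supplementary Fig. 18). Its methods name qRT-PCR for the transcripts of this gene, listed separately, and give RNA of BMSCs as the material of that assay. The FPKM here is a single value for the whole gene in BM cells, so the measures are unlike. In the mRNA-seq libraries *Cdkn2a* was at 0.787, 1.15 and 0.824 FPKM in KO replicates 4, 8 and 9 and at 0.0865, 0.197 and 0.0503 FPKM in WT replicates 1, 3 and 7. Every KO library was above every WT library, but the difference did not pass the limma test here or under any alternative (adjusted p = 0.599 from limma). The variance behind this test rests mainly on the prior, with 17.8 prior against 4 residual degrees of freedom. That prior was estimated from the selected genes, so the result does not show that *Cdkn2a* varied widely between libraries of a genotype. The exact permutation test cannot go below p = 0.1 with 3 libraries against 3. With a pseudocount of 0.1, the log2 fold change of Cdkn2a was 2.31 instead of 0.79, so its size depends on the pseudocount.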

Other observations

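Tests on genes near *Phc2* and on near-identical genes were chosen after the results were seen. Granule protein genes of eosinophils were at a lower mean log2(FPKM + 1) in KO BM cells. All 5 mast cell, basophil and eosinophil genes in the table, from a list of 22, had a lower mean in KO, with a median log2 fold change of -0.57, and none passed the limma test or when adjusted over the list alone. *Prg2*, the eosinophil major basic protein, was at 363 ± 58.7 FPKM in KO and 509 ± 223 FPKM in WT (SD, n = 3 libraries each), with the highest value, 755 FPKM, in WT replicate 3 and 319 FPKM in WT replicate 7. *Epx*, eosinophil peroxidase, was at 30.2 ± 5.07 FPKM in KO and 44.5 ± 18.9 FPKM in WT. Without WT replicate 3, the log2 fold change of Prg2 was -0.08 instead of -0.41, and that of Epx -0.17 instead of -0.47. For Ear1 it was then -0.24 instead of -0.57, and for Prg3 -0.39 instead of -0.70. All 6 megakaryocyte and platelet genes, from a list of 20, had a lower mean in KO (median log2 fold change -0.48), with *Ppbp* at 13.9 ± 9.32 FPKM in KO and 24.4 ± 11.2 FPKM in WT, and 3 of the 6 were also among the genes higher in the libraries with *Xist* above 1 FPKM. Of 6 erythroid genes, from a list of 30, 5 had a higher mean in KO (median log2 fold change 0.30, and 0.08 after quantile normalization). The log2 fold change of Hbb-b2 was 0.88, and 0.29 without WT replicate 1. No member of either list passed, also when adjusted over the list alone.

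Inflammatory chemokine genes had a higher mean in KO. All 6 inflammatory and TNF-NF-kB genes, from a list of 30, were in this direction (median log2 fold change 0.51, and 0.21 with *Xist* above 1 FPKM as a term of the model, none passing), with *Ccl3* at 17.5 ± 5.30 FPKM in KO and 12.4 ± 3.51 FPKM in WT and *Ccl4* at 7.50 ± 2.25 FPKM in KO and 4.72 ± 1.52 FPKM in WT. *Cxcl2* was at 1.59, 5.93 and 10.4 FPKM in KO replicates 4, 8 and 9 and at 0.480, 1.10 and 9.08 FPKM in WT replicates 1, 3 and 7. The mean log2(FPKM + 1) of the list was 3.19 in WT replicate 7, within the range of the KO libraries at 2.52 to 3.50, and 2 of its members were called lower in the libraries with *Xist* above 1 FPKM. All 5 histone genes, from a list of 32, had a higher mean in KO (median log2 fold change 0.39), with *Hist1h2bj* at 6.16 ± 2.16 FPKM in KO and 4.46 ± 0.716 FPKM in WT. Their mean log2(FPKM + 1) was 2.39 and 2.19 in KO replicates 8 and 9, but 1.54 in KO replicate 4, below the WT libraries at 1.57 to 1.65. Without KO replicate 8, the log2 fold change of Hist1h4b was 0.08 instead of 0.39. Neutrophil granule and maturation genes, 6 in the table from a list of 30, had a median log2 fold change of -0.12, which was 0.03 after quantile normalization and 0.01 after median scaling. Of 3 hematopoietic stem and progenitor markers, *Myb* and *Sox4* had a lower mean and *Ly6a* a higher mean in KO. Of 2 interferon-stimulated genes, *Ly6a* had a higher mean, and *Ifit3* was at 8.94 ± 3.16 FPKM in KO and 9.33 ± 4.22 FPKM in WT. None of these genes passed, also when adjusted over the list alone. Of the cell cycle list of 30 and the skeletal muscle list of 28, 0 genes were among the 621. The sex-linked list had 1 gene among them, *Xist*, and the ribosomal protein list 1, *Rps27*.

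Genes near *Phc2* on chromosome 4 may be lower in KO through sequence or regulation linked to the targeted allele. *Zbtb8a* at 0.601 Mb and *Oscp1* at 2.56 Mb from *Phc2* were lower in every KO library than in every WT library. Of the genes within 10 Mb of *Phc2*, 2 of 10 had non-overlapping groups, against 43 of 605 elsewhere (Fisher's exact test, two-sided p = 0.162), and within 5 Mb 2 of 4, against 43 of 611 (p = 0.0286). The number of genes is too small to decide, and the flanking genotype of the mice is not given in the sources used here. Regulation of these genes by *Phc2* was not tested and stays open.

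The ribosomal protein gene *Rps27* and its retrogene copy *Rps27rt* had opposite values in 1 library. *Rps27* was at 1044 FPKM in WT replicate 7 and at 5.14 to 6.76 FPKM in the other libraries, whereas *Rps27rt* was at 16.5 FPKM in WT replicate 7 and at 1130 to 1233 FPKM in the others. Their sum was 1061 to 1239 FPKM in all 6 libraries, a ratio of 1.17 between the highest and the lowest, so the value of each gene alone is uncertain. *Hbb-bt*, a beta globin gene, was at 1581 FPKM in WT replicate 1 and at 90.0 to 109.5 FPKM in the other libraries, whereas *Hbb-b2*, another beta globin gene, was at 2052 FPKM in WT replicate 1 and 6296 to 10510 FPKM in the others. Their sum was not constant, with a ratio of 2.92 between the highest and the lowest, and the value of each gene is uncertain. The pseudogene *Atp6v0c-ps2* was at 207 FPKM in KO replicate 9 and 176 FPKM in WT replicate 1, and below 0.05 FPKM in the others, whereas its parent gene *Atp6v0c* was at 5.11 and 8.07 FPKM in those libraries and at 200 to 223.5 FPKM in the others. Their sum was 184.5 to 223.5 FPKM, a ratio of 1.21, so the values of each alone are uncertain. On chromosome X, *G530011O06Rik*, which lies within the span of *Mid1*, was at 0.208 ± 0.0893 FPKM in KO and 1.19 ± 0.419 FPKM in WT (SD, n = 3 libraries each), and the reads of the 2 genes could not be told apart here.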
